# Restraint of melanoma progression by cells in the local skin environment

**DOI:** 10.7554/eLife.101974

**Published:** 2026-06-30

**Authors:** Yilun Ma, Mohita Tagore, Miranda V Hunter, Ting-Hsiang Huang, Emily Montal, Joshua M Weiss, Yingxiao Shi, Tuulia Vallius, Peter K Sorger, Richard M White

**Keywords:** melanoma, microenvironment, keratinocytes, EMT, invasion, Zebrafish

## Abstract

Keratinocytes, the dominant cell type in the melanoma microenvironment during tumor initiation, exhibit diverse effects on melanoma progression. Using a zebrafish model of melanoma and human cell co-cultures, we observed that keratinocytes undergo an epithelial-mesenchymal transition (EMT)-like transformation in the presence of melanoma, reminiscent of their behavior during wound healing. Surprisingly, overexpression of the EMT-transcription factor Twist in keratinocytes led to improved overall survival in zebrafish melanoma models, despite no change in tumor initiation rates. This survival benefit was attributed to reduced melanoma invasion, as confirmed by human cell co-culture assays. Single-cell RNA-sequencing revealed a unique melanoma cell cluster in the Twist-overexpressing condition, exhibiting a more differentiated, less invasive phenotype. Further analysis nominated homotypic jam3b–jam3b and pgrn–sort1a interactions between Twist-overexpressing keratinocytes and melanoma cells as potential mediators of the invasive restraint. Our findings suggest that EMT in the tumor microenvironment may paradoxically limit melanoma invasion through altered cell–cell interactions.

## Introduction

The complex interplay between cancer cells and their microenvironment has emerged as a critical determinant of tumor progression and therapeutic response. In melanoma, the tumor microenvironment (TME) encompasses diverse cell types, including immune cells, fibroblasts, and endothelial cells (Lee and Herlyn, 2007). However, during melanoma initiation, the dominant cell type in the TME is the keratinocyte, an epithelial cell which makes up the majority of our skin surface. In normal homeostasis, each melanocyte reciprocally interacts with 30–40 keratinocytes (Fitzpatrick and Breathnach, 1963), and this interaction is essential for skin and hair color (Kunisada et al., 1998; Tanimura et al., 2011). Despite decades of research, our understanding of keratinocytes in the context of melanoma remains incomplete.

Keratinocytes have been shown to both promote and inhibit tumor initiation. They are tightly adherent to melanocytes, and this can inhibit tumor development because nascent melanoma cells cannot escape the epidermis (Fukunaga-Kalabis et al., 2008). Previous work has demonstrated that newly initiated melanoma cells must escape from this adhesive network by loss of proteins such as PAR3 (Mescher et al., 2017). In contrast, keratinocytes can also promote tumor development through secretion of growth factors such as endothelins or via GABAergic crosstalk between the two cell types (Jamal and Schneider, 2002; Tagore et al., 2023).

These conflicting data highlight that interactions between keratinocytes and nascent melanoma cells are likely dynamic and change rapidly during tumor initiation. Studying the nature of these interactions in human samples is challenging because biopsies are taken after the patient has come to the clinic, meaning that the earliest interactions in tumor initiation will be missed. This necessitates models which faithfully recapitulate the earliest stages of tumor initiation, yet have the cellular resolution to measure interactions between melanoma cells and keratinocytes.

In this study, we utilized a zebrafish model of melanoma to investigate the earliest interactions between melanoma cells and their neighboring keratinocytes (Callahan et al., 2018). Zebrafish have emerged as a powerful tool for cancer research due to their genetic tractability, conserved biology, and the ability to visualize tumor development and progression in real-time within the context of an intact organism (Kaufman et al., 2016; Li and Uitto, 2014). Using a combination of cell-type-specific genetic manipulations, in vivo imaging, and single-cell transcriptomics, we found that tumor-associated keratinocytes (TAKs) undergo changes associated with EMT, similar to what is found in wounded skin. Unexpectedly, we found that this keratinocyte EMT suppresses melanoma progression. This change in the keratinocytes occurs shortly after melanoma initiation and results in keratinocytes which are more adhesive to these nascent tumor cells and prevents their movement out of the epidermis. Our data suggests that melanoma initiation revises an evolutionarily conserved wounding response in the nearby skin environment, which acts as a cell-extrinsic tumor suppressor to prevent newly transformed cells from becoming fully tumorigenic.

## Results

### Melanoma initiation is associated with EMT in keratinocytes

To investigate the relationship between keratinocytes and melanoma cells in vivo, we created a transgenic zebrafish line in which GFP is expressed under the *krt4* promoter (Gong et al., 2002). This line faithfully marks all adult keratinocytes present throughout the fish epidermis and scales, similar to previous lines using this promoter (Figure 1A). We then initiated melanomas in this background using the TEAZ method (Transgene Electroporation of Adult Zebrafish) (Callahan et al., 2018; Montal et al., 2024), in which plasmids containing oncogenes or sgRNAs against tumor suppressors can be introduced directly into the skin (Figure 1B). The major advantage of this method is that we can visualize melanoma initiation when the tumor is in its early stages, consisting of a small number of cells. We initiated tumors with a combination of BRAFV600E, sgRNAs against PTEN (*ptena/b*), and germline loss of p53 (Figure 1C). To account for skin wounding from electroporation in assessing changes in TAKs, we also performed TEAZ using a control vector that labels melanocyte-precursors but does not induce melanoma formation. Fluorescent imaging 8 weeks post-electroporation with the control vector demonstrated an injury-free epidermis, in contrast to the pronounced melanoma development in zebrafish administered with the oncogenic vectors (Figure 1D).

**Figure 1.**
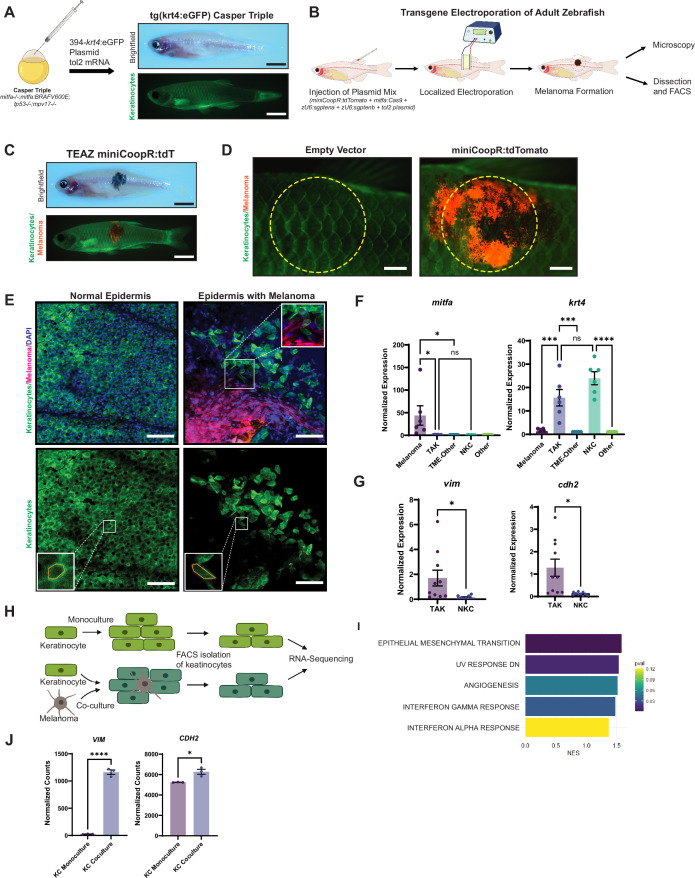
Keratinocytes in the melanoma microenvironment undergo EMT-like changes. (**A**) Generation of transparent zebrafish with GFP-labeling of keratinocytes. Casper Triples (*mitfa−/−;mitfa:*BRAFV600E;*tp53−/−;mpv17−/*−) were injected with the Tol2Kit 394 vector containing a *krt4*:eGFP cassette and tol2 mRNA. Brightfield shows a transparent zebrafish while fluorescence imaging shows eGFP-labeling of keratinocytes (scale bar = 5 mm). Panel A was created with BioRender.com. (**B**) Schematic of TEAZ (Transgene Electroporation of Adult Zebrafish). Plasmid mix containing miniCoopR:tdTomato, *mitfa:*Cas9, *zU6:sgptena*, *zU6:sgptenb*, and the tol2 plasmid was injected superficially in the flank of the zebrafish. Electroporation of the injection site results in rescue of melanocyte precursors and the generation of a localized melanoma that could be analyzed by microscopy and FACS. Panel B was created with BioRender.com. (**C**) Brightfield and immunofluorescence of zebrafish 8 weeks post-TEAZ with localized and fluorescently labeled melanoma (scale bar = 5 mm). (**D**) Immunofluorescence imaging of TEAZ region after 8 weeks, comparing empty vector control vs. miniCoopR:tdT conditions, with yellow dotted circles indicating general area of dissection for FACS (scale bar = 1 mm). (**E**) Confocal imaging of zebrafish epidermis. Normal epidermis of Tg(*krt4:*eGFP) Casper Triple post-TEAZ with empty vector control shows eGFP-labeled, polygonal shaped keratinocytes regularly connected while epidermis with melanoma generated with *miniCoopR*-driven melanocyte rescue shows disrupted epidermis and irregularly shaped keratinocytes. Inset highlights melanoma cells with adjacent keratinocytes (scale bar = 50 µm). (**F**) qPCR of FACS sorted zebrafish epidermis with or without melanoma (n = 3 per condition). tdTomato-labeled melanoma cells, eGFP-labeled keratinocytes, and non-fluorescently labeled tumor microenvironment (TME) cells were isolated by dissection (as indicated in G) and FACS. Comparison of *mitfa* and *krt4* expression of samples normalized to non-fluorescent cells, either TME-Other in tumor samples or Other in non-tumor samples, shows enrichment of *mitfa* in melanoma samples and *krt4* in keratinocyte samples. Mean ± SE. ns = no significance, *p < 0.05, ***p < 0.001, ****p < 0.0001 by Tukey’s multiple comparisons test. (**G**) Comparison of the EMT markers *vim (vimentin)* and *cdh2 (N-cadherin)* shows enrichment in TME keratinocytes vs. keratinocytes from epidermis without melanoma. Mean ± SE. *p < 0.05 by Welch’s *t*-test. (**H**) Schematic of keratinocyte–melanoma co-culture experiment. HaCaTs were cultured in monoculture or co-culture with A375 melanoma cells in triplicates for 21 days, followed by FACS isolation of keratinocytes for RNA-sequencing comparing co-culture vs. monoculture keratinocytes (n = 3 per condition). Panel H was created with BioRender.com. (**I**) Top 5 enriched Hallmark pathways in HaCaTs co-cultured with A375 melanoma cells compared with HaCaTs in monoculture. (**J**) Normalized counts of EMT biomarkers vimentin (*VIM*) and N-cadherin (*CDH2*). Mean ± SE.

To better investigate the changes in the keratinocytes, we used confocal microscopy on fish 8 weeks after TEAZ. This revealed a marked disruption of keratinocyte morphology in the tumor-bearing fish, which was not seen in control fish. We specifically noted disrupted cell–cell junctions, a disorganized pattern of keratinocytes, and loss of the normal hexagonal cell layer (Figure 1E). These changes were reminiscent of keratinocyte EMT, which has been previously noted to occur in wounded epidermis (Haensel and Dai, 2018; Leopold et al., 2012; Moreno-Bueno et al., 2009). To further assess this possibility, we excised tissues from both tumor and control skin and used FACS to isolate keratinocytes (GFP+) and melanoma cells (tdTomato+) and performed qPCR. As expected, we found enrichment of *mitfa* in melanoma cells and *krt4* in keratinocytes, validating the successful cell-type isolation (Figure 1F). Comparative analyses between TAKs and normal keratinocytes (NKCs) from tissue without melanoma revealed upregulation of EMT markers vimentin and N-cadherin, consistent with our imaging results (Figure 1G).

We next asked whether these changes were also seen in human samples. To address this, we performed co-culture experiments between keratinocytes and melanoma cells. We grew GFP-labeled HaCaT keratinocytes either alone or with A375 melanoma cells for 21 days, followed by isolation by FACS for bulk RNA-sequencing (Figure 1H; Tagore et al., 2023). Consistent with our in vivo results in the fish, the top pathway altered in the co-cultured HaCaT cells was enrichment of EMT (Figure 1I). Differential gene expression analysis showed notable upregulation of the mesenchymal markers vimentin and N-cadherin in co-cultured keratinocytes compared to monocultured control (Figure 1J), similar to what was found in vivo. Collectively, our data indicate that melanoma cells induce morphological and molecular markers of EMT in nearby keratinocytes.

### EMT-transcription factors are upregulated in TAKs

EMT is usually driven by upstream transcription factors, which then act on downstream targets to repress adhesion molecules such as E-cadherin or activate other adhesion molecules such as N-cadherin (Moreno-Bueno et al., 2009). We next wanted to understand which of these transcription factors was responsible for the EMT-like behavior in our keratinocytes. To address this, we utilized an existing scRNA-sequencing dataset of a BRAFV600E-driven zebrafish melanoma (Figure 2A). Dimensionality reduction with UMAP and subsequent clustering revealed two keratinocyte populations as indicated by module scoring for genes enriched in keratinocyte populations (Figure 2B, C). Subsequent differential gene expression and Gene Set Enrichment Analysis (GSEA) of the two keratinocyte clusters revealed one cluster with enrichment for EMT, similar to what we observed above (Figure 2D, E). We refer to this EMT cluster as TAKs, and the other cluster as NKCs. We focused on three EMT-transcription factors expressed in zebrafish keratinocytes, *snai1a*, *snai2*, *twist1a*, zebrafish homologs of human SNAIL, SLUG, and TWIST. Differential expression showed significant enrichment in *snai1a* and *twist1a* in TAK vs. NKC clusters (Figure 2F). The significant enrichment of *twist1a* in the TAK cluster, coupled with its rare expression in NKCs, positioned *twist1a* as a promising candidate for further investigation into its potential role in driving EMT-like changes in keratinocytes and, consequently, its impact on melanoma progression.

**Figure 2.**
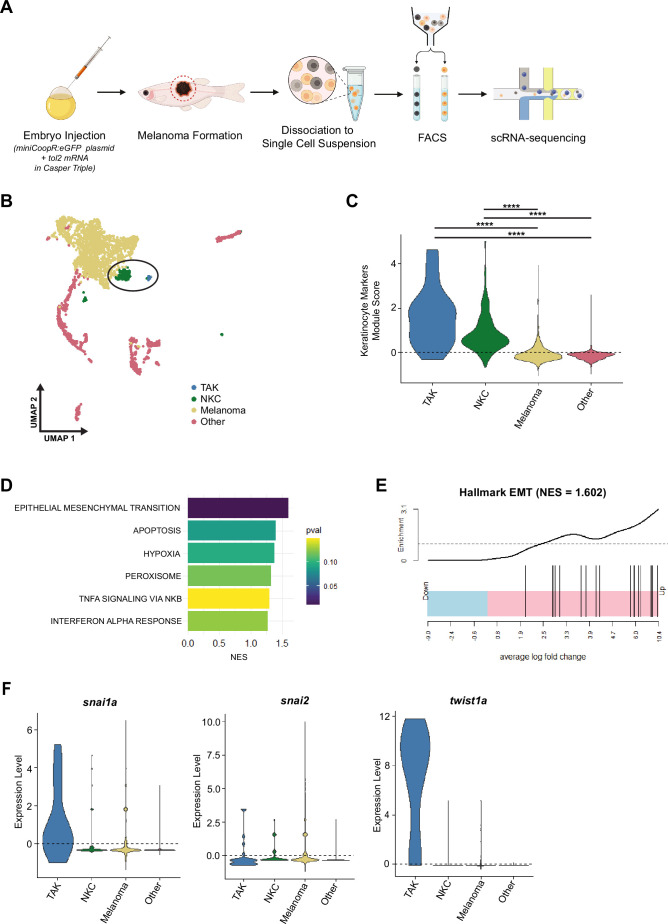
Zebrafish scRNA-sequencing shows upregulation of EMT-TFs in tumor-associated keratinocytes. (**A**) Schematic of scRNA-sequencing experiment. Embryo injection with miniCoopR:eGFP and tol2 mRNA in Casper Triple results in melanocyte rescue and subsequent melanoma formation. Melanoma was dissected and dissociated to single-cell suspension for FACS isolation of eGFP+ melanoma cells and non-fluorescent tumor microenvironment (TME) cells for single-cell RNA-sequencing. Panel A was created with BioRender.com. (**B**) UMAP highlighting two keratinocyte clusters, melanoma, and other TME cells. (**C**) Violin plot of keratinocyte module scores comparing between keratinocyte clusters, TAK and NKC, vs. melanoma and other TME cells. (**D**) Top 6 GSEA Hallmark analysis comparing TAK vs. NKC (NES = Normalized Enrichment Score). (**E**) Hallmark EMT pathway enrichment in TAK vs NKC. (**F**) Enrichment of EMT-transcription factors in TAK vs. NKC, melanoma, and other TME cells.

### Keratinocyte *TWIST* restrains melanoma invasion in zebrafish

Having identified Twist as a potential driver of EMT-like changes in TAKs, we next asked how it affected melanoma phenotypes. We created new transgenic zebrafish in which the *krt4* promoter was used to drive the two zebrafish TWIST paralogs (*twist1a* and *twist1b*) in the context of BRAF-driven melanomas. In this experiment, we used standard 1-cell injection of the plasmids rather than TEAZ to ensure that the results were more generalizable to different melanoma initiation assays. Injected embryos were sorted at 5 days post-fertilization for tdTomato (melanocyte) and GFP (keratinocyte) expression, indicating successful melanocyte and keratinocyte transformation (Figure 3A). These were mosaic animals, rather than stable lines, so we could directly assess the effect of TWIST on melanoma growth (although this precluded us from examining the effect of TWIST in keratinocytes without a nearby melanoma). We monitored the fish for tumor-free survival as well as overall survival over the ensuing 26 weeks. Interestingly, we found no difference in melanoma initiation rate in the TWIST overexpression condition compared to empty vector (Figure 3B). Unexpectedly, however, we noted that overall survival was improved in the transgenic animals expressing TWIST in the keratinocytes (Figure 3B).

**Figure 3.**
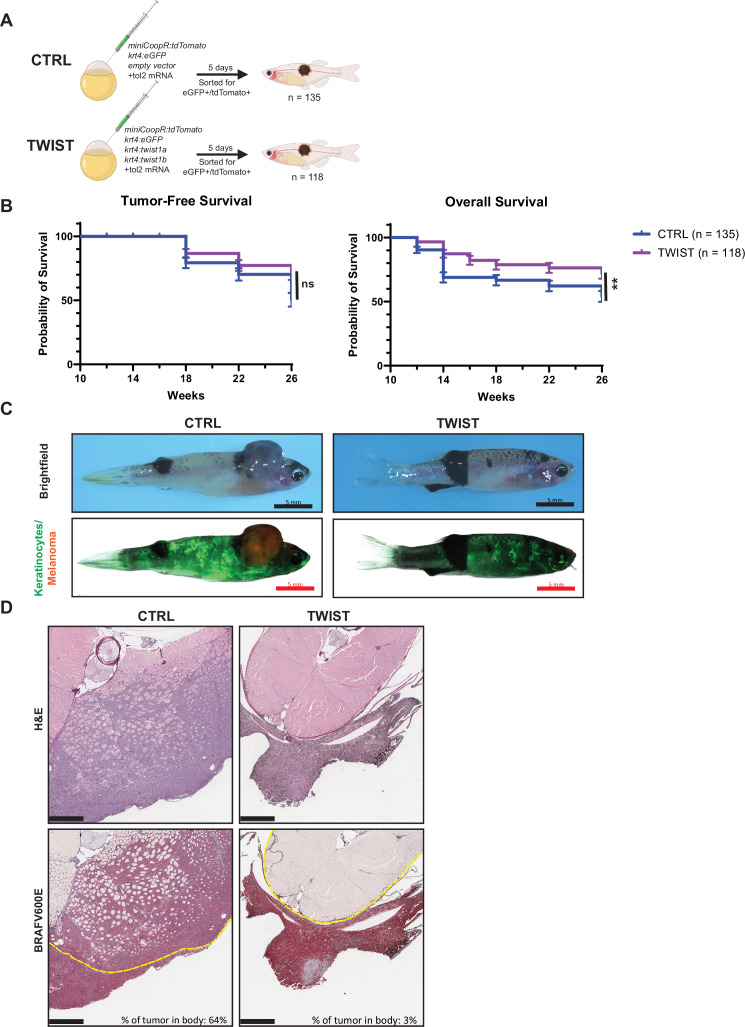
Overexpression of twist1a/b results in improved survival of fish with melanoma. (**A**) Schematic of zebrafish melanoma model with labeling and perturbation of keratinocytes. *Twist1a* and *twist1b* are overexpressed under the keratinocyte-specific, *krt4*, promoter in the TWIST condition, and an empty vector control was used in the CTRL condition. Fish were sorted at 5 days for eGFP and tdTomato positivity as markers of successful keratinocyte labeling and melanocyte rescue (*n* = 135 CTRL, *n* = 118 TWIST). Panel A was created with BioRender.com. (**B**) Tumor-free survival and overall survival of A. ns = no significance, **p < 0.005 by log-rank (Mantel–Cox) test. (**C**) Sample images of zebrafish with melanoma at 26 weeks post-injection. Keratinocytes are labeled by GFP, melanomas are labeled by tdTomato. Melanomas are pigmented. Scale bar = 5 mm. (**D**) H&E and IHC of cross-sections through zebrafish body and melanoma. Dotted yellow line demarcates the border of the body. % of tumor in body is calculated as tumor area within body border divided by total tumor area. Scale bar = 500 µm.

**Figure 3—figure supplement 1.**
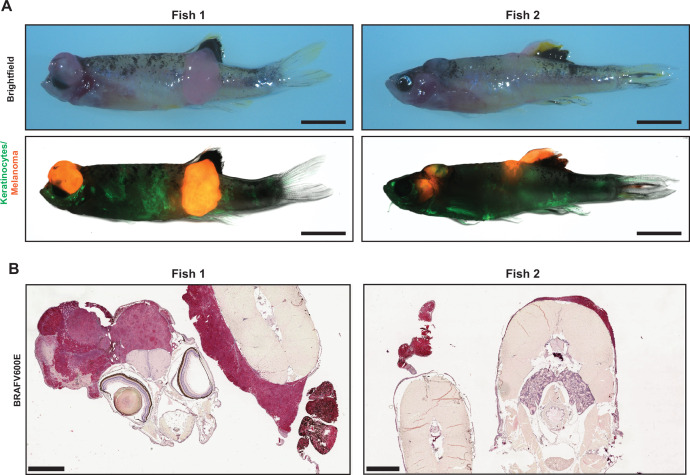
Melanoma in TWIST conditions were non-invasive independent of anatomical location. (**A**) Brightfield and fluorescence images of two sample fish from the TWIST condition. Melanomas are pigmented in brightfield images. Keratinocytes are labeled by eGFP and melanomas are labeled by tdTomato in fluorescence images. Scale bar = 5 mm. (**B**) IHC of cross-sections through the zebrafish body and melanoma. Red staining indicates positivity for hBRAFV600E. Scale bar = 1 mm.

This discrepancy between melanoma-free and overall survival suggested that the tumors in the TWIST condition should be phenotypically distinct from the control tumors. To assess this, we performed immunohistochemistry on the tumors (*n* = 3 in each condition) and surrounding tissues from the control and TWIST conditions (Figure 3C). The oncogenic driver in this melanoma model is hBRAFV600E and serves as an IHC marker for the tumor cells. Comparison of hBRAFV600E staining revealed significant melanoma infiltration into the zebrafish body in the CTRL condition, as opposed to a nearly non-invasive tumor in the TWIST condition (Figure 3D). The lack of melanoma invasion was also observed when the melanoma developed in other anatomical locations as well (Figure 3—figure supplement 1), although because survival started to decrease around 26 weeks, we could not let these fish grow longer to see if they eventually became invasive at very late time points. These findings suggest that *twist1a/twist1b* overexpression in keratinocytes does not impair tumor initiation, but instead impairs melanoma invasion and improves survival when expressed in the microenvironment.

Because this was a somewhat unexpected finding, we wanted to ensure that this was not an artifact of the zebrafish system. We therefore developed an assay to measure interactions between human keratinocytes and melanoma cells. To simulate melanoma invasion into neighboring cells, we developed a novel cell culture-based invasion assay using HaCaT lines and multiple melanoma cell lines. Melanoma cells cultured on poly-l-lysine coated coverslips were placed atop keratinocytes, allowing assessment of melanoma cell infiltration after 20 hr (Figure 4A). Due to the migratory nature of melanoma cells, they will migrate off the coverslip and infiltrate the layer of keratinocytes, allowing us to assess relative differences between culture conditions.

**Figure 4.**
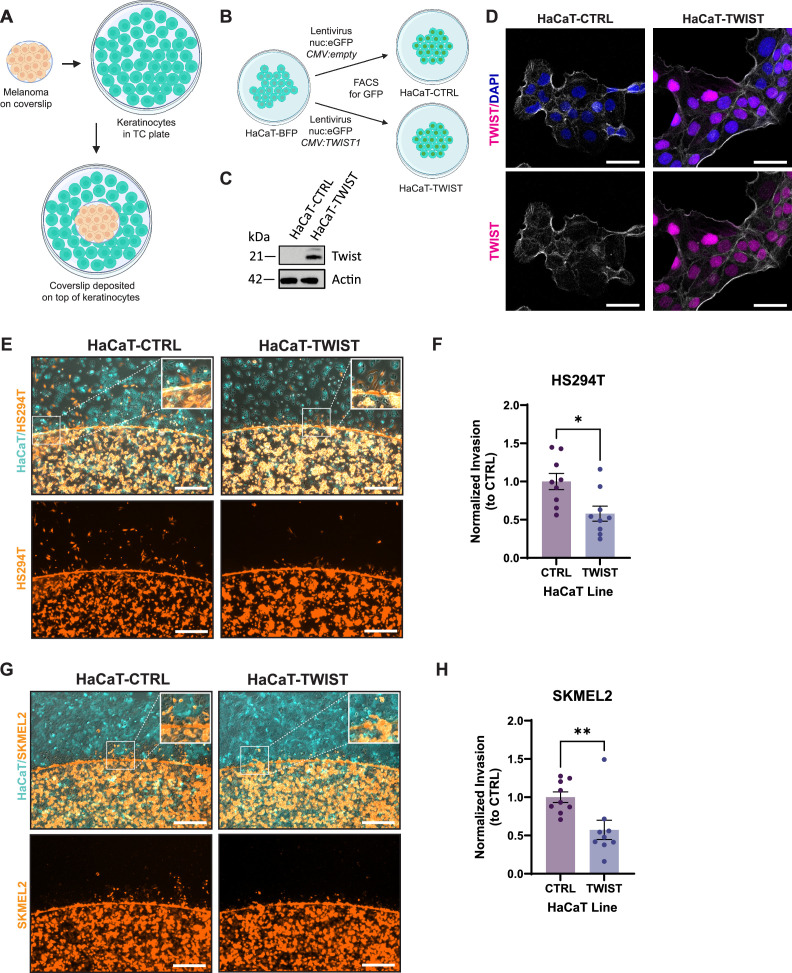
Zebrafish findings are recapitulated in human cell lines. (**A**) Schematic of coverslip cell infiltration assay. Melanoma cells are plated on a coverslip and allowed to attach overnight. The coverslip is then transferred into a well of keratinocytes to assess melanoma infiltration into keratinocytes. Panel A was created with BioRender.com. (**B**) Generation of a HaCaT cell line overexpressing TWIST1. HaCaT-BFP was infected with lentivirus containing a cassette with nuclear localized GFP and CMV-driven TWIST1 or no ORF. Infected cell lines were allowed to grow for a week before sorting for nuclear GFP as a marker of successful integration. Panel B was created with BioRender.com. (**C**) Western blot for Twist expression in HaCaT-CTRL and HaCaT-TWIST. (**D**) Immunofluorescence imaging for Twist localization in HaCaT-CTRL and HaCaT-TWIST. TWIST staining is pseudo-colored in magenta, DAPI in blue, phalloidin in white. Scale bar = 50 µm. (**E**) Immunofluorescence imaging of coverslip cell infiltration assay with HS294T-tdT (orange) melanoma cells in co-culture with either HaCaT-CTRL or HaCaT-TWIST (cyan). Insets highlight areas of melanoma cell infiltration into keratinocyte monolayers. Scale bar = 500 μm. (**F**) Quantification of E. Infiltrating HS294T melanoma cells from each image were counted and averaged across four images per well. Resulting cell counts were normalized to average cell counts of HaCaT-CTRL from each set. *N* = 9, 3 sets, 3 replicates/wells per set. Mean ± SE. *p < 0.05 by *t*-test. (**G**) Immunofluorescence imaging of coverslip cell infiltration assay with SKMEL2-tdT (orange) melanoma cells in co-culture with either HaCaT-CTRL or HaCaT-TWIST (cyan). Insets highlight areas of melanoma cell infiltration into keratinocyte monolayers. Scale bar = 500 μm. (**H**) Quantification of G. Infiltrating SKMEL2 melanoma cells from each image were counted and averaged across four images per well. Resulting cell counts were normalized to average cell counts of HaCaT-CTRL from each set. *N* = 9, 3 sets, 3 replicates/wells per set. Mean ± SE. *p < 0.05 by *t*-test. Figure 4—source data 1.Labeled scans of western blot films for data presented in Figure 4C. Figure 4—source data 2.Original scans of western blot films for data presented in Figure 4C.

**Figure 4—figure supplement 1.**
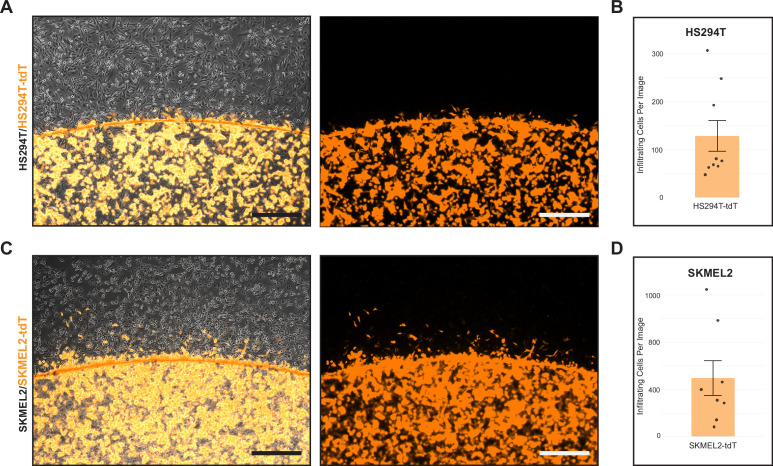
Melanoma migration from coverslip. (**A**) Immunofluorescence imaging of coverslip cell infiltration assay with HS294T-tdT (orange) melanoma cells in co-culture with parental HS294T (uncolored). Scale bar = 500 µm. (**B**) Quantification of the migration of HS294T-tdTomato melanoma cells in co-culture with parental HS294T melanoma cells. Each data point is the sum of 4 images per well. Mean ± SE, *n* = 9 wells from 3 independent experiments. (**C**) Immunofluorescence imaging of coverslip cell infiltration assay with SKMEL2-tdT (orange) melanoma cells in co-culture with parental SKMEL2 (uncolored). Scale bar = 500 µm. (**D**) Quantification of the migration of SKMEL2-tdTomato melanoma cells in co-culture with parental SKMEL2 melanoma cells. Each data point is the sum of 4 images per well. Mean ± SE, *n* = 8 wells from 3 independent experiments.

HaCaT keratinocytes were transformed via lentiviral infection to overexpress TWIST1 (HaCaT-TWIST) or an empty vector control (HaCaT-CTRL) (Figure 4B). Western blot analysis confirmed robust Twist protein overexpression in HaCaT-TWIST compared to HaCaT-CTRL (Figure 4C), and immunofluorescence imaging revealed nuclear localization of Twist (Figure 4D). Co-culture of HS294T melanoma cells with HaCaT-TWIST resulted in significantly reduced melanoma cell invasion into keratinocytes compared to HaCaT-CTRL (Figure 4E, F), similar to what we had observed above in our zebrafish system. This finding was recapitulated using SKMEL2, demonstrating the inhibitory effect of TWIST1 overexpression in keratinocytes on melanoma invasion across different cell lines (Figure 4G, H). However, it was also possible that it was something lacking in the TWIST keratinocytes that led to less melanoma invasion (rather than actively suppressing invasion). To test this, we also performed a control assay in which we allowed tdTomato melanoma cells to invade into unlabeled melanomas of the same line. Using both HS294T and SKMEL2 cells, these cells do have some migratory capacity in this setting (Figure 4—figure supplement 1). This assay cannot discern whether the TWIST keratinocytes actively suppress invasion vs. lack of something that promotes invasion, which will be an area for future studies. Collectively, our results demonstrate that induction of EMT in keratinocytes is associated with reduced melanoma invasion and improvement in animal survival.

### Keratinocyte EMT promotes aberrant adhesion to nascent melanoma cells

While EMT within the tumor cell is well recognized to promote invasion, our data suggest that EMT in the microenvironment paradoxically restrains tumor invasion. We wanted to better understand the downstream mechanisms accounting for this result. We therefore analyzed our control vs. TWIST tumors using single-cell RNA-sequencing, which would allow us to understand potential mechanisms by which melanoma cells were interacting with these keratinocytes. 

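For each condition, melanoma and adjacent skin of 3 fish were pooled into 1 single-cell library at 26 weeks, so each condition had 1 library and no replicate. CTRL fish carried an empty vector and TWIST fish carried *twist1a* and *twist1b* under the *krt4* promoter, which is active in keratinocytes. Keratinocytes were marked by eGFP from a separate *krt4* plasmid and melanoma cells by tdTomato from the plasmid that starts the tumor. The sort on these reporters and the later mixing of the sorted cells set how many cells of each kind were loaded. The authors counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger on the zebrafish genome GRCz11 with the reporter sequences added, and these deposited counts were used here. UMIs were summed over the cells of a cluster within a library and scaled to the total UMIs of that group, in the usual unit CPM, with exact Poisson intervals at 95%. Shares of cells have exact binomial (Clopper-Pearson) intervals at 95%. All intervals cover counting error only, and no difference between the libraries has a replicate check. Ratios between groups of cells are log2 ratios of CPM with 5 CPM added to both sides. A list of genes fixed in advance is summarized by the median log2 ratio of its members and by the percentile of this median among 10000 random lists matched on expression, which describes these libraries and is not a test.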

Melanoma and adjacent skin from three fish per condition (CTRL or TWIST) were dissociated into single-cell suspensions and FACS-sorted for eGFP+ keratinocytes and tdTomato+ melanoma cells. To enrich the keratinocyte population, keratinocyte and melanoma cell suspensions were combined at a 7:3 ratio for each condition and prepared for scRNA-sequencing (Figure 5A). The resulting CTRL and TWIST datasets were filtered for quality control as described (Figure 5—figure supplement 1A). 

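With more than 500 and fewer than 5000 detected genes and under 10% mitochondrial UMIs, 2163 of 6194 barcodes (34.9%) were kept in the CTRL library and 4665 of 7376 (63.2%) in the TWIST library. In the CTRL library 3733 barcodes had 500 genes or fewer, 127 had 5000 or more, and 3716 had a mitochondrial share of 10% or more. The same counts in the TWIST library were 2349, 251 and 2162. Kept cells held 40016466 of 53437532 UMIs in CTRL and 68241438 of 86174775 in TWIST. The median kept cell had 15867 UMIs (quartiles 8981 and 25445.5) and 2531 genes in CTRL, and 12035 UMIs (quartiles 6677 and 20080) and 2236 genes in TWIST. Its median mitochondrial share was 0.707% in CTRL and 1.00% in TWIST.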

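Clustering of the integrated libraries, with both reporters, *twist1a*, *twist1b* and the ligand and receptor genes studied below left out of the genes used to cluster, gave 22 clusters. The reporter with the higher CPM relative to its CPM over all cells placed 12 of them in an eGFP group and 10 in a tdTomato group. The eGFP group held 692 of 2163 CTRL cells (32.0% [30, 34]) and 2141 of 4665 TWIST cells (45.9% [44.5, 47.3]), shares into which the sort and the mixing enter. Fixed marker genes were then used to describe the clusters, in a grouping chosen after the clusters had been seen. Clusters 1 and 16 were keratinocyte-like, with *icn2* among the leading genes of both. Clusters 0, 2, 3, 8, 9, 10 and 15 were melanoma-like, with more markers of melanoma or melanophores than of any other class. Cluster 5 was fibroblast-like, with the collagens *col1a1a* and *col1a2*. Reporter groups were assigned over both libraries, and the place of cluster 5 in the eGFP group rests on TWIST, where its *eGFP* was at 606 CPM against 24.2 in CTRL. Clusters 4, 7, 11 and 14, also in the eGFP group, had none of the fixed markers among their 10 leading genes and were left unnamed. Clusters 3 and 15 had none there either, but 13 and 10 markers of melanoma or melanophores were at over 2 times the level in other groups. Clusters 4, 7 and 11 had at most 2 markers of any class at that level, and cluster 14 had 7 of proliferating cells. Clusters 6 and 21 were macrophage-like and cluster 13 held other leukocytes, so the sorted suspensions also contained cells that carry neither reporter by design.
*eGFP* was at 1157 CPM [1130, 1183] in keratinocyte-like cells of CTRL and at 418 [406, 431] in those of TWIST, against 12.0 and 5.90 CPM in melanoma-like cells. A UMI of *eGFP* was found in 74.0% of keratinocyte-like CTRL cells and 80.0% of TWIST cells, at median depths of 16558 and 15691.5 UMIs. In the leukocytes of cluster 13, which should lack it, the shares were 4.00% and 3.03% at median depths of 3309 and 2687 UMIs. Other clusters that are not keratinocyte-like had more. Cluster 19 (18 CTRL and 16 TWIST cells), led by immunoglobulin genes such as *igic1s1*, was at 2.26 times the *eGFP* CPM of all cells. Cluster 17, with macrophage markers, was at 1.14 times, cluster 4 at 2.06 and cluster 5 at 1.98. Higher *eGFP* was thus not particular to keratinocyte-like cells. After thinning every cell to 1000 UMIs, the *eGFP* shares in keratinocyte-like cells were 39.0% and 26.2%, with no cell left out. *tdTomato* was at 594 CPM [585, 603] in melanoma-like CTRL cells and 452 [446, 459] in TWIST cells, against 21.3 and 37.7 CPM in keratinocyte-like cells. A *tdTomato* UMI was found in 94.6% and 90.5% of melanoma-like cells (41.6% and 35.2% after thinning) and in 0 of 75 and 4.55% of cluster 13, where 0 of 75 has an upper limit of 4.80%.

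**Figure D1:**
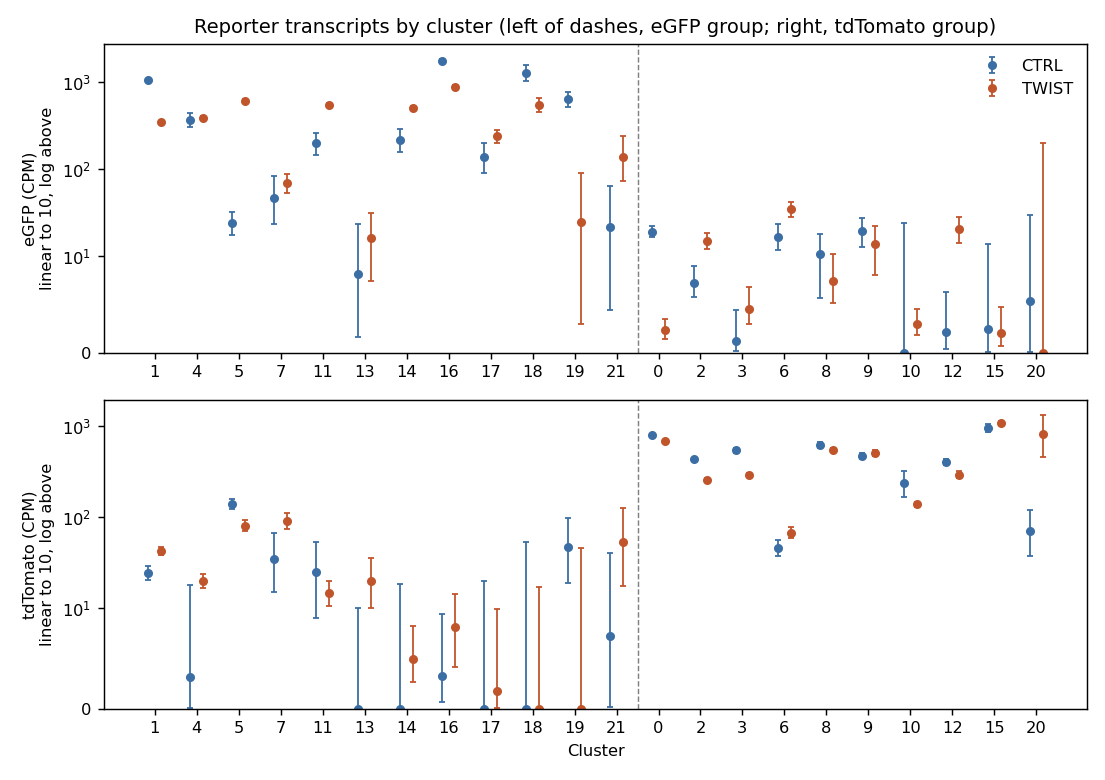
CPM of *eGFP* (top) and *tdTomato* (bottom) by cluster in the CTRL and TWIST libraries, on an axis that is linear to 10 and logarithmic above. Points are summed UMIs of a cluster and bars are exact Poisson intervals; *eGFP* is highest in keratinocyte-like cluster 16 in both libraries.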

UMAP dimensional reduction of the integrated dataset shows distinct clusters of melanoma and keratinocytes, with high eGFP expression in keratinocyte clusters and high tdTomato expression in melanoma clusters (Figure 5B). Furthermore, we identified two KC clusters in the present in both the CTRL and TWIST conditions and a third cluster of KCs in the TWIST condition. 

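Keratinocyte-like cluster 1 held 268 CTRL and 467 TWIST cells, and keratinocyte-like cluster 16 held 40 and 87. After scaling both libraries to the same number of cells, 44.7% of cluster 1 and 50.2% of cluster 16 came from TWIST. Fibroblast-like cluster 5 held 155 and 271 cells, with 44.8% from TWIST. The unnamed clusters held more TWIST cells. Cluster 4 had 18 CTRL and 428 TWIST cells (91.7% TWIST after scaling), cluster 7 had 36 and 262 (77.1%), cluster 11 had 19 and 226 (84.7%) and cluster 14 had 10 and 139 (86.6%). A threshold of 90% fixed in advance made cluster 4 the only cluster of the eGFP group assigned to 1 library. Clustering again without 3 CTRL cells that Scrublet marked as doublets gave 2 clusters assigned to TWIST, so this count is not stable. The 4 unnamed clusters together made up 3.84% [3.07, 4.73] of kept CTRL cells (83 cells) and 22.6% [21.4, 23.8] of kept TWIST cells (1055 cells). A cluster with cells mostly from 1 library can reflect that pool of fish and not a type of cell, and 1 library per condition cannot separate these.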

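In an epithelial to mesenchymal transition (EMT), cells lose junction proteins such as E-cadherin (*cdh1*) and gain genes of the matrix and of migration. Among clusters of the eGFP group present in both libraries, cluster 5 had the highest score of an EMT list fixed in advance and was taken as the counterpart of the tumor-associated cluster, with the others as the normal counterpart. Because the list picked the cluster, the direction of the EMT ratio is not independent evidence. The list also shares genes with the fibroblast markers that named cluster 5, such as *col1a1a* and *col1a2*. A high ratio and percentile would thus also arise in fibroblasts, and do not show EMT in keratinocytes. In this cluster the EMT list had a median log2 ratio of 1.54 in CTRL (189 genes, bootstrap interval 1.11 to 1.96 over genes, percentile 100) and 1.67 in TWIST (194 genes, 1.31 to 2.09, percentile 100). Against keratinocyte-like clusters 1 and 16 alone, the ratios were 1.72 and 1.74. Scaling by the median of gene ratios moved all genes by 0.13 in CTRL and 0.16 in TWIST, and by 0.45 and 0.64 against clusters 1 and 16, where the EMT ratios with this scaling were 1.51 and 1.37.
*serpine1*, an inhibitor of plasminogen activators, was at 3615 CPM in cluster 5 against 93.1 in the normal counterpart in CTRL, and at 4563 against 180 in TWIST. *ccn1*, a matrix protein, was at 4228 against 91.9 CPM in CTRL. *tnfrsf11b*, another member of the list, went the other way, at 14.3 against 2065 CPM in CTRL. Transcription factors of EMT had list medians of 2.45 in CTRL (11 genes) and 1.67 in TWIST (12 genes). Of these, *twist2* was at 123 against 1.38 CPM in CTRL and at 199 against 8.13 in TWIST, and *snai1a* at 134 against 9.13 and at 83.2 against 16.9. Genes of epithelial adhesion were lower in cluster 5, with list medians of -3.64 in CTRL and -2.62 in TWIST, percentile 0 in both. *epcam* was at 18.1 against 3602 CPM in CTRL and at 25.1 against 2553 in TWIST, and *cdh1* at 22.5 against 848 and at 56.2 against 658. Stress and immediate-early genes had medians of 1.53 and 1.61, with *fosab* at 3626 against 189 CPM in CTRL, and genes of ligand and receptor pairs had medians of 1.88 and 1.37. An inflammation list was near 0, at -0.05 in CTRL and -0.02 in TWIST. Keratinocyte marker *krt5* was at 12.6 CPM in cluster 5 and 3960 in keratinocyte-like CTRL cells, while *krt4*, whose promoter drives the reporter, was at 1029 and 1537 CPM.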

We performed differential gene expression analysis between clusters and GSEA on differentially expressed genes between the two clusters present in both conditions showed enrichment in EMT as seen in Figure 2, identifying EMT-enriched cluster as TAK and other as NKC (Figure 5—figure supplement 1B). 

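Twist1 is a transcription factor that represses epithelial adhesion genes, and zebrafish have the paralogs *twist1a* (ENSDARG00000030402) and *twist1b* (ENSDARG00000076010). The 3' tags of these libraries do not separate transgene from endogenous transcripts. In TWIST, *twist1a* was highest in fibroblast-like cluster 5, at 690 CPM [658, 722], followed by unnamed clusters 14 at 424 [400, 448], 4 at 279 [266, 293] and 11 at 243 [225, 262]. Cluster 7 was at 58.5 CPM [44.4, 75.7] and keratinocyte-like cells at 26.3 [23.3, 29.6]. In CTRL, *twist1a* was at 562 CPM [528, 598] in cluster 5 and at 1.72 in keratinocyte-like cells. The 83 CTRL cells of clusters 4, 7, 11 and 14 had 0 UMIs of *twist1a* in 997151 (0 CPM [0, 3.70]). The TWIST cells of these clusters were at 287 CPM [278, 296]. *twist1b* was at 51.1 CPM in cluster 5 of CTRL and 189 in that of TWIST, at 105 [97.3, 114] in cluster 4 of TWIST, and at 0.625 and 76.8 CPM in keratinocyte-like cells of CTRL and TWIST. It was not confined to the eGFP group, since melanoma-like cells of TWIST were at 81.9 CPM. Melanoma-like clusters 2, 8, 9 and 10 together were at 159 CPM in TWIST against 0.346 in CTRL.
A UMI of *twist1a* was found in 72.0% [67.4, 76.2] of TWIST cells of cluster 4 at a median depth of 11940 UMIs, and in 21.0% after thinning to 1000 UMIs. For cluster 5 the shares were 78.6% and 41.3%, at a median depth of 6505 UMIs. In the leukocytes of cluster 13, 1.52% of TWIST cells had a UMI, and 0.763% after thinning with 1 cell left out. The log2 ratio of cluster 4 to the normal counterpart, which includes clusters 7, 11 and 14, was 1.17 for *twist1a* and 0.27 for *twist1b*. With clusters grouped by markers, so that clusters 4, 7, 11 and 14 were set against keratinocyte-like cells, the ratios were 3.22 and 0.50.
The EMT list was not higher in cluster 4 than in the normal counterpart of TWIST, with a median log2 ratio of -0.05 (189 genes, -0.09 to -0.03, percentile 3.28), and EMT transcription factors had a median of 0.10. That counterpart includes clusters 7, 11 and 14, which also carry *twist1a*, so the ratio cannot show what *twist1a* does to the list. Epithelial adhesion was lower, at -2.92 (percentile 0), with *epcam* at 17.3 against 2553 CPM and *cdh1* at 27.6 against 658. It was low without *twist1a* as well, since CTRL cells of clusters 4, 7, 11 and 14 were at -4.00 for epithelial adhesion and -2.92 for stress genes against keratinocyte-like CTRL cells, and the TWIST cells of these clusters at -3.43 and -1.61. Stress genes were lower at -1.52 and inflammation genes at -1.14, while nuclear and mitochondrial genes of oxidative phosphorylation were at 0.19 and -0.04. *krt91*, a keratin, was among the genes most reduced, and the replication genes *mcm2* and *mcm6* among the highest. The cell cycle list was at -1.14 against the normal counterpart and at 0.44 against keratinocyte-like cells alone, so its direction depends on the cells compared.

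**Figure D2:**
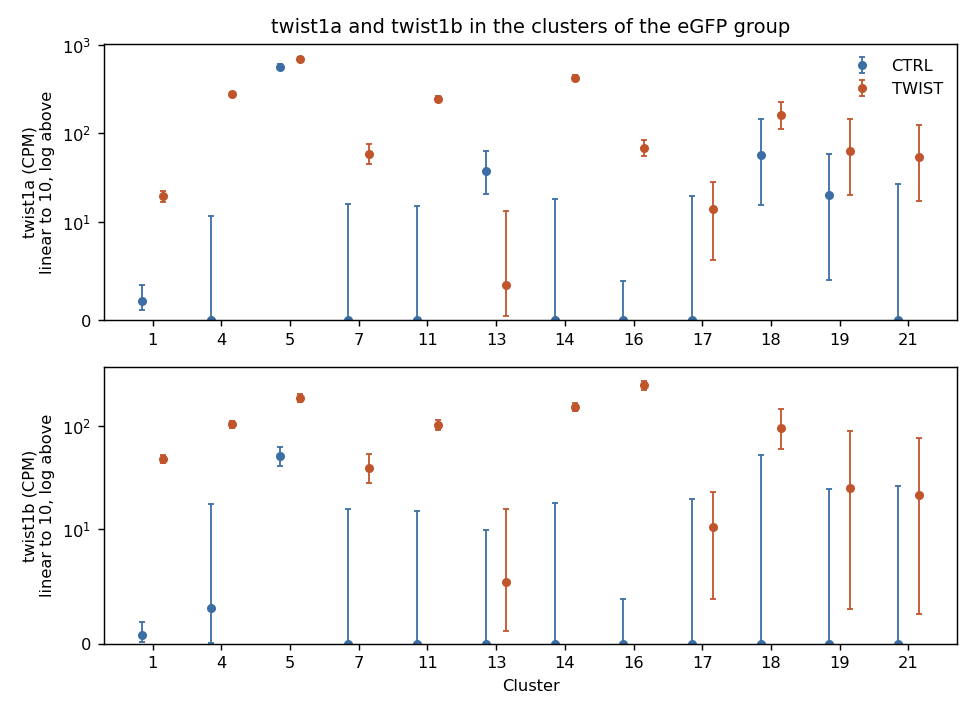
CPM of *twist1a* (top) and *twist1b* (bottom) in the 12 clusters of the eGFP group, on an axis that is linear to 10 and logarithmic above. Bars are exact Poisson intervals; cluster 5 has the highest *twist1a* in both libraries, and CTRL cells of clusters 4, 7, 11 and 14 have none.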

As expected, we also identified a unique cluster of KCs only present in the TWIST dataset that highly expresses *twist1a/b* (Figure 5—figure supplement 1C), the genes that we overexpressed in the TWIST condition, and labeled this cluster Twist-High (Figure 5C).

**Figure 5.**
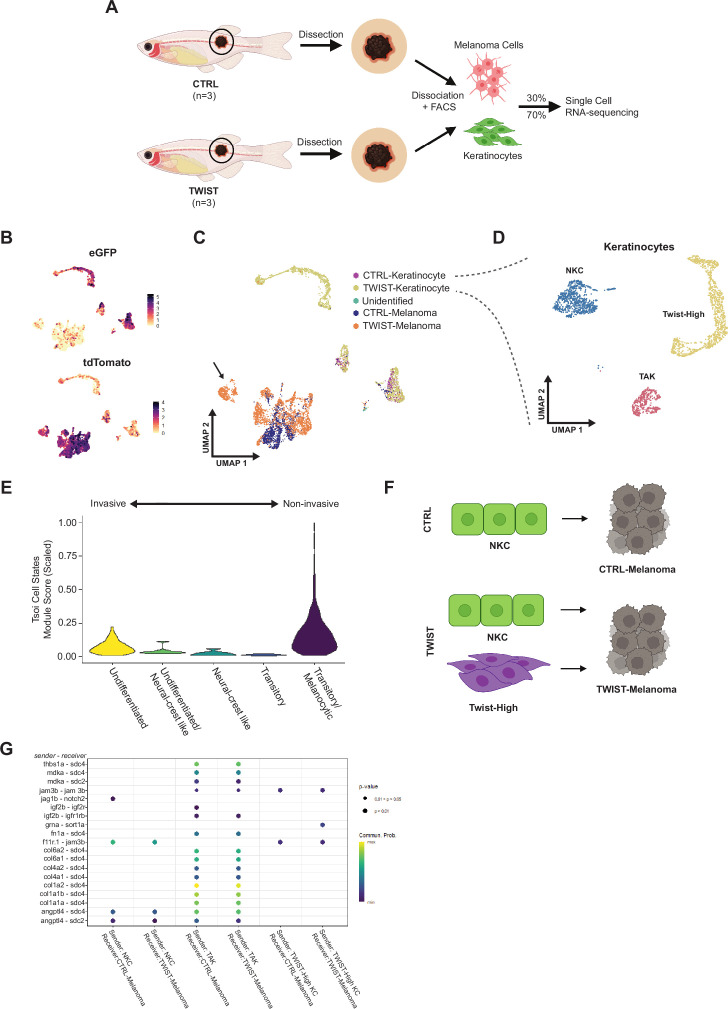
scRNA-sequencing shows unique keratinocyte–melanoma communication with twist1a/b overexpression in keratinocytes. (**A**) Schematic of scRNA-sequencing protocol. Melanoma and surrounding tissue were dissected from 26 weeks old zebrafish from either CTRL or TWIST conditions as shown in Figure 3. Samples were dissociated to single-cell suspensions for FACS isolation of keratinocytes (GFP) and melanoma (tdTomato). Keratinocytes and melanoma were recombined per condition at a ratio of 7:3 for enrichment of keratinocytes for scRNA-sequencing. Panel A was created with BioRender.com. (**B**) UMAP dimensional reduction and feature plots of scRNA-sequencing dataset. CTRL and TWIST samples were sequenced, and cell types were identified using eGFP+ for keratinocytes and tdTomato+ for melanoma, after which the datasets were integrated. (**C**) UMAP of keratinocyte clusters from CTRL and TWIST conditions combined, showing normal keratinocyte cluster (NKC), tumor-associated keratinocyte (TAK), and Twist-High cluster (TWIST-specific). CTRL: 32.9% TAK. TWIST: 14.3% TAK, 56.3% Twist-High. (**D**) UMAP highlighting keratinocyte clusters, with a TAK cluster, an NKC, and a Twist-High cluster unique to the TWIST condition. (**E**) Melanoma cell state analysis of the melanoma cluster unique to the Twist condition indicated by arrow in **C**. (**F**) Schematic overview of CellChat analysis. In CTRL condition, we analyzed Ligand-Receptor pairs with NKC as sender and CTRL-Melanoma as receiver. In TWIST condition, we analyzed L–R pairs with both NKC and Twist-High as sender and TWIST-Melanoma as receiver. Panel F was created with BioRender.com. (**G**) CellChat analysis results. L–R pairs shown at p < 0.01, with color scale indicating communication probability of L–R pair.

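Over the whole eGFP group, cluster 5 held 155 of 692 CTRL cells (22.4% [19.3, 25.7]) and 271 of 2141 TWIST cells (12.7% [11.3, 14.1]). Cluster 4 held 2.60% [1.55, 4.08] of CTRL and 20.0% [18.3, 21.7] of TWIST cells in this group, and the normal counterpart held 75% and 67.4%. This denominator includes leukocytes and other cells that are not keratinocytes. Over clusters 1, 16, 5, 4, 7, 11 and 14, a denominator chosen after the clusters had been seen, there were 546 CTRL and 1880 TWIST cells. Cluster 5 made up 28.4% [24.6, 32.4] of these in CTRL and 14.4% [12.9, 16.1] in TWIST. Clusters 4, 7, 11 and 14 made up 15.2% [12.3, 18.5] in CTRL and 56.1% [53.8, 58.4] in TWIST, and keratinocyte-like clusters 1 and 16 made up 56.4% and 29.5%. Over clusters 1, 16 and 5 alone, cluster 5 held 33.5% in CTRL and 32.8% in TWIST, so its lower share in TWIST comes with the greater number of cells in the unnamed clusters. The sort on eGFP enters every one of these shares, since it selects cells by reporter level.

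**Figure D3:**
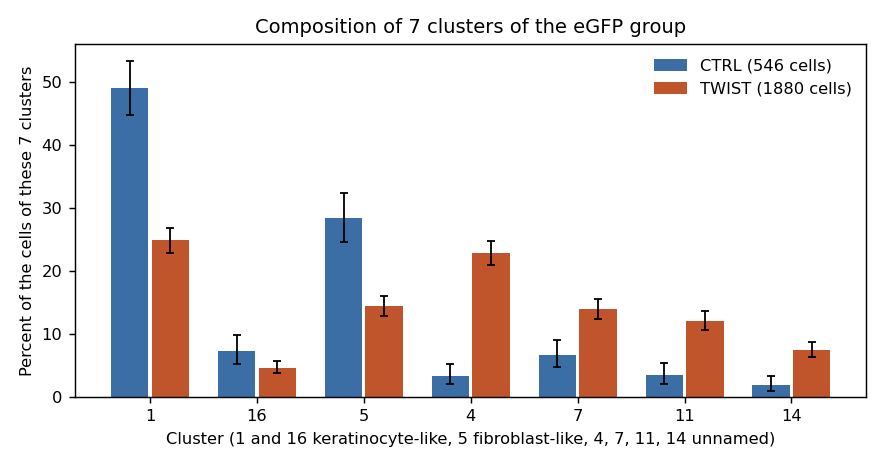
Percent of the cells of clusters 1, 16, 5, 4, 7, 11 and 14 held by each of them, in CTRL (546 cells) and TWIST (1880 cells). Bars start at 0 and error bars are exact binomial intervals; cluster 4 holds 3.30% of CTRL and 22.8% of TWIST cells.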

**Figure 5—figure supplement 1.**
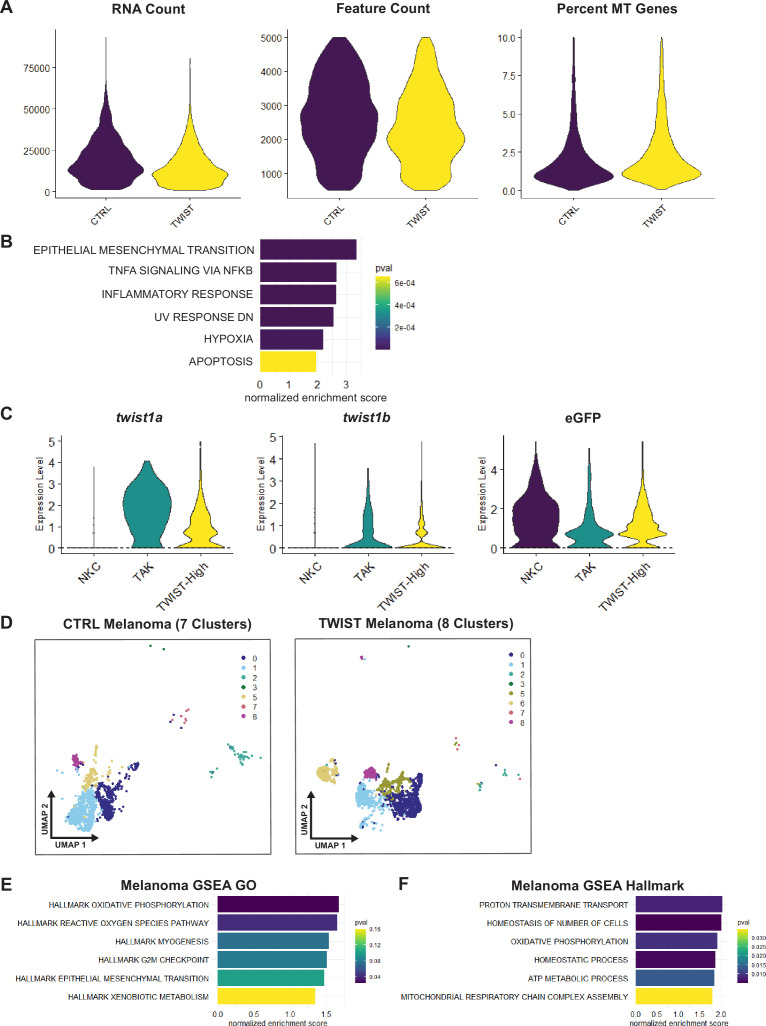
scRNA-sequencing of zebrafish melanoma. (**A**) Violin plots of scRNA-sequencing data comparing CTRL and TWIST conditions after quality control. Samples were filtered by number of features between 500 and 5000, with less than 10% mitochondria genes per cell. (**B**) Top 6 GSEA Hallmark pathways of differentially expressed genes between TAK and NKC clusters. (**C**) *Twist1a*, *twist1b*, and eGFP expression in keratinocyte clusters. (**D**) UMAP of melanoma samples from either the CTRL or TWIST conditions, identified by seurat clusters. Seven distinct clusters were identified in the CTRL melanoma sample vs. eight distinct clusters in the TWIST melanoma sample. (**E**) GSEA analysis showing GO:Biological Process pathways upregulated in TWIST vs. CTRL melanoma. (**F**) GSEA analysis showing Hallmark pathways upregulated in TWIST vs. CTRL melanoma.

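In the clustering of both libraries together, 10 clusters fell in the tdTomato group and 7 of these were melanoma-like. After scaling, only cluster 10 had over 90% of its cells from 1 library (96.6% TWIST). It held 4 of 1471 CTRL cells of the tdTomato group (0.272% [0.0741, 0.695]) and 242 of 2524 TWIST cells (9.59% [8.47, 10.8]). Among melanoma-like cells alone, cluster 0 made up 42.7% of CTRL and 36.4% of TWIST cells, cluster 2 33.4% and 12.2%, cluster 3 8.65% and 18.7%, cluster 8 4.41% and 9.36%, cluster 9 8.73% and 6.79% and cluster 15 1.76% and 5.42%. The sort on tdTomato selected these cells. Without integration of the libraries, 4 clusters of the tdTomato group were TWIST clusters and 2 were CTRL clusters, and the TWIST clusters held 57.6% of TWIST cells of the group. With integration but without 3 CTRL cells that Scrublet marked as doublets, 2 were TWIST clusters and 1 was a CTRL cluster. The number of clusters assigned to 1 library thus depends on the clustering.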

We first analyzed the melanomas that arose in the control vs. TWIST animals by comparing their gene signature to well-annotated signatures of human melanoma cell states. It is now widely recognized that melanomas exist in at least four different transcriptional states, ranging from undifferentiated/invasive to neural crest, to intermediate, to melanocytic/proliferative (Tsoi et al., 2018). These distinct states are mutually exclusive, yet exhibit a high degree of plasticity, with interconversion between the states (Tsoi et al., 2018). Interestingly, we found a cluster of melanoma cells that developed only in the TWIST condition was enriched for the melanocytic/proliferative state but not undifferentiated/invasive gene markers (Figure 5E). 

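Melanocytic melanoma cells express pigment genes, undifferentiated cells express invasion genes, and proliferating cells express genes of the cell cycle. Cluster 10 was compared with the other cells of the tdTomato group in TWIST. Its leading genes, which define it, included the neuropeptide genes *pnocb* and *npb* and the pigment gene *tyrp1b*. The melanocytic list had a median log2 ratio of -0.25 (32 genes, -0.57 to -0.02, percentile 0.360). Without integration, where 4 TWIST clusters with 1472 cells took the place of cluster 10 and held 242 of its cells, this was -0.019. Its most abundant members went both ways. *tyrp1b*, an enzyme of melanin synthesis, was at 7776 CPM in cluster 10 against 2717 (log2 ratio 1.52), *dct* at 538 against 213 and *pmela*, which forms the fibrils of the melanosome, at 1271 against 747. *trpm1b* was lower at 203 against 352 CPM, and *mlpha*, which links melanosomes to motors, at 168 against 242. Summed over the list, melanocytic transcripts were at 10892 CPM in cluster 10, 5929 in other melanoma-like cells of TWIST and 5205 in those of CTRL, with *tyrp1b* the largest part. Without *tyrp1b* these were 3116, 2861 and 2373 CPM.
The neural crest-like list had a median of -0.05 (percentile 24.9), with *crestin* at 14.7 against 261 CPM and *foxd3* at 145 against 46.2. Its summed transcripts were at 427 CPM in cluster 10, 863 in other melanoma-like cells of TWIST and 841 in those of CTRL. Without *foxd3* these were 282, 812 and 783 CPM. The undifferentiated list was at -0.04 (44 genes, -0.10 to 0.21, percentile 58.0), with *cavin1b* at 287 against 298 CPM, *jun* at 56.5 against 164 and *serpine2* higher at 493 against 54.5. Summed over this list, transcripts were at 1722 CPM in cluster 10, 1414 in other melanoma-like cells of TWIST and 1325 in those of CTRL. Without *serpine2* these were 1229, 1357 and 1243 CPM. The gene left out of each list was its most abundant member in cluster 10, a choice that lowers that cluster most. The higher sum thus depends on *serpine2*, but the median level of a member was also higher, at 6.6 CPM in cluster 10. It was 2.5 CPM in other melanoma-like cells of TWIST and 2.6 in those of CTRL. The EMT list was at 0.01. Cell cycle genes were lower in cluster 10, with a median of -1.57 (33 genes, -1.95 to -0.92, percentile 0). The division marker *mki67* was at 12.5 against 59.6 CPM and *stmn1a*, a regulator of microtubules, at 5.60 against 298. Stress genes were lower at -1.11 and nuclear genes of oxidative phosphorylation were higher at 0.71 (percentile 100), with the respiratory chain subunit *cox4i1* at 1360 against 863 CPM, while mitochondrial ones were at -0.06 (percentile 27.2). The median TWIST cell of cluster 10 had 27376.5 UMIs, the highest of the melanoma-like clusters.

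**Figure D4:**
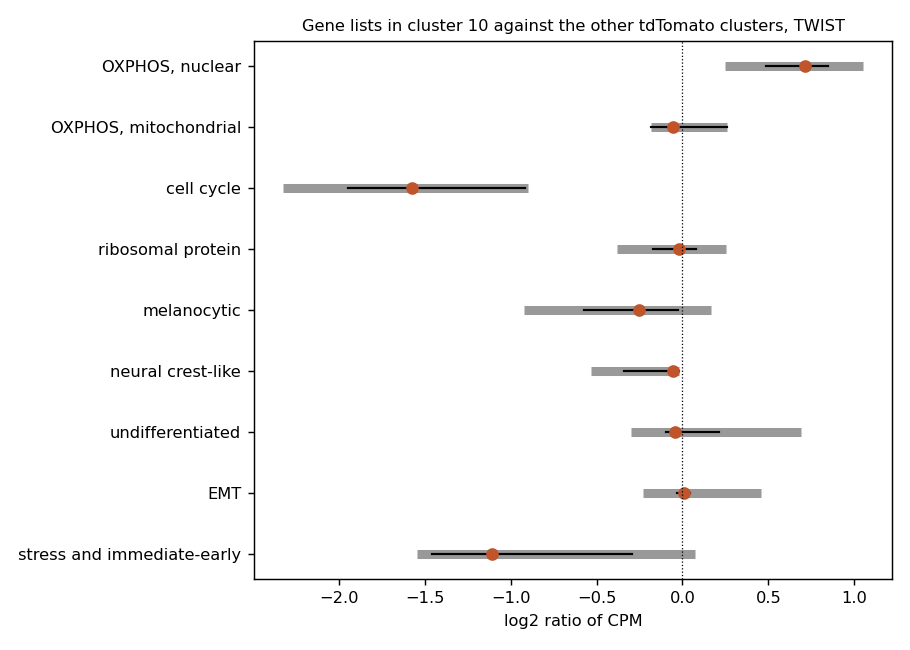
Log2 ratios of CPM between cluster 10 and the other cells of the tdTomato group in TWIST, by list. Points are medians, thin lines bootstrap intervals over genes and grey bars quartiles; the cell cycle list lies lowest at -1.57 and nuclear oxidative phosphorylation highest at 0.71.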

Consistent with this, GSEA of the TWIST condition also showed significant enrichment for oxidative phosphorylation (Figure 5—figure supplement 1D–F), which we previously showed is representative of the melanocytic state (Lumaquin-Yin et al., 2023). 

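Oxidative phosphorylation (OXPHOS) makes ATP in mitochondria from subunits encoded in the nucleus and in the mitochondrial genome. Over all cells of the tdTomato group, nuclear OXPHOS genes were higher in TWIST than in CTRL, with a median log2 ratio of 0.39 (92 genes, 0.31 to 0.48, percentile 100). The 13 mitochondrial OXPHOS genes had a median of 0.47 (0.41 to 0.78, percentile 99.99). Scaling by the median of gene ratios moved all genes by 0.13. Of the nuclear genes, *atp5mc3b*, a subunit of ATP synthase, was at 978 CPM in TWIST against 781 in CTRL (log2 ratio 0.32 [0.30, 0.35]) and *cox4i1* at 946 against 796. *atp5pd* had a larger ratio, at 776 against 216 CPM. Among mitochondrial genes, *mt-co2* was at 2440 against 1838 CPM and *mt-atp6* at 2465 against 585. The mitochondrial filter and the lower mitochondrial share of CTRL cells act on the latter genes directly.
Without cluster 10 the nuclear median was 0.23. In melanoma-like cells without cluster 10 it was 0.25, and 0.09 with size factors. Within melanoma-like clusters it was 0.37 in cluster 0, 0.37 in cluster 2, 0.15 in cluster 3 and 0.41 in cluster 8, and it was -0.11 in cluster 9 and -0.015 in cluster 15. With size factors these were 0.09, 0.34, 0.14, 0.33, -0.25 and 0.53 in the same order, so cluster 15 turned direction and cluster 0 came near 0, beside shifts of all genes of -0.62 and 0.31 in these clusters. Cell cycle genes were higher in TWIST, with a median of 0.89 (33 genes, 0.52 to 1.16, percentile 100), *hmgb2a* at 570 against 271 CPM and *mki67* at 51.8 against 12.7 CPM. Within clusters 0, 2, 3, 8, 9 and 15 the medians were 0.35, 0.13, 0.25, 0.42, -0.024 and 0.86, so the pooled value mixes expression with the larger shares of cells in clusters such as the proliferating cluster 8 in TWIST. The melanocytic list was at 0.04 (percentile 49.8), although *pmela* was at 834 against 426 CPM and *tyrp1b* at 3557 against 2506. *mitfa*, the master regulator of melanocytes, was at 207 against 260 CPM. The neural crest-like list was at 0.07 (percentile 96.9), the undifferentiated list at 0.10 (percentile 92.0), the EMT list at 0.10 (percentile 100), the ribosomal protein list at -0.13 (percentile 0.420), the stress list at -0.01 and the inflammation list at 0.17.

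**Figure D5:**
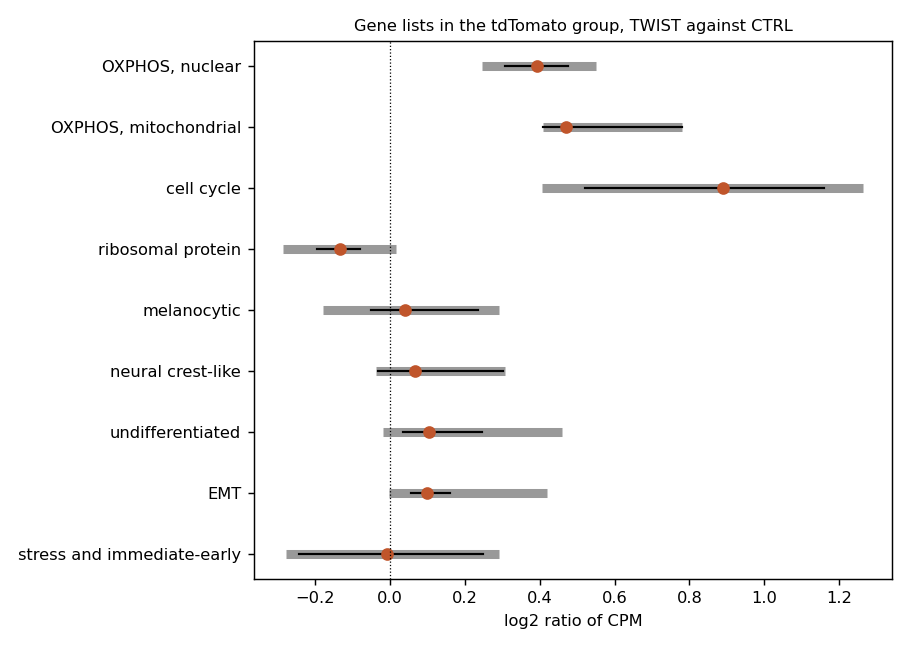
Log2 ratios of CPM between TWIST and CTRL cells of the tdTomato group, by list. Points are medians, thin lines bootstrap intervals over genes and grey bars quartiles; cell cycle genes lie highest at 0.89 and ribosomal protein genes lowest at -0.13.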

Because this state is among the least invasive ones, this is consistent with our in vivo observations that these melanomas are phenotypically less invasive.

We hypothesized that this change in cell state might be induced by physical interactions between the TWIST keratinocytes and the melanoma cells. To address this, we analyzed potential cell–cell interactions using CellChat, a software tool that allows us to quantitatively characterize and visualize cell–cell communications using a curated zebrafish ligand–receptor interaction database (Jin et al., 2021; Figure 5F). Two unique ligand–receptor pairings were identified that only occur between TWIST keratinocytes and the melanomas that arose in these animals: a homotypic *jam3b–jam3b* interaction and a *pgrn–sort1a* (progranulin–sortilin) interaction (Figure 5G).

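Progranulin is a secreted growth factor whose receptor sortilin (*sort1a*, ENSDARG00000029402) takes it up, and Jam3 is an adhesion protein of cell junctions that can bind itself. Transcripts of these ligands and receptors were measured in senders and receivers, and communication probabilities were not computed. *sort1a* was at 15.0 CPM [13.5, 16.6] in melanoma-like CTRL cells and at 37.4 [35.5, 39.5] in TWIST cells. In cluster 10 of TWIST it was at 77.2 CPM [70.8, 84.1], and in the other melanoma-like TWIST cells at 28.3 [26.4, 30.2]. A *sort1a* UMI was found in 19.3% of melanoma-like CTRL cells at a median depth of 18800 UMIs and in 30.0% of TWIST cells at 14023, with 1.60% and 3.35% after thinning to 1000 UMIs and no cell left out. No UMI was found in 75 CTRL and 132 TWIST leukocytes of cluster 13, with upper limits of 4.80% and 2.76%. The trimean of log-normalized values, which CellChat uses by default, was 0.00 in CTRL and 0.09 in TWIST.
The progranulin gene *grna* (ENSDARG00000004954) was highest in unnamed cluster 11, at 4560 CPM [4296, 4836] in CTRL and 4553 [4473, 4634] in TWIST. In cluster 4 it was at 1028 [919, 1146] in the 18 CTRL cells and 502 [484, 520] in TWIST. Over clusters 4, 7, 11 and 14 it was at 1698 CPM [1618, 1781] in CTRL and 1318 [1298, 1338] in TWIST, with trimeans of 1.71 and 1.26 and a UMI in 66.3% and 58.9% of cells (50.6% and 36.6% after thinning, with 0 and 1 cells left out). Keratinocyte-like cells had 26.3 and 65.2 CPM, fibroblast-like cluster 5 had 10.4 and 25.1, and leukocytes of cluster 13 had 48.6 and 54.4. The ratio of cluster 4 to the normal counterpart in TWIST was -0.63, because cluster 11 is in that counterpart. It was 4.24 for clusters 4, 7, 11 and 14 against keratinocyte-like cells. Other granulin genes led other clusters. Over both libraries, *grn1* was at 13289 CPM in macrophage-like cluster 6 and *grn2* at 30407 in cluster 17 of the normal counterpart. Levels of *grnb* are not given here, so *grna* alone does not show which cells supply progranulin.
In melanoma-like cells *jam3b* (ENSDARG00000061794) was at 154 CPM [149, 159] in CTRL and 83.8 [80.8, 86.8] in TWIST, and at 49.4 [44.2, 55.0] in cluster 10 of TWIST. Its trimeans were 0.79 and 0.44, and the shares of melanoma-like cells with a UMI were 79.4% and 60.3% (14.6% and 8.08% after thinning). From communication probabilities between keratinocyte and melanoma groups, the paper states that both pairs occur in TWIST alone. It proposes that attachment through Jam3b keeps melanoma cells in place and, as a possibility, that uptake of progranulin leads to loss of sortilin.

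**Figure D6:**
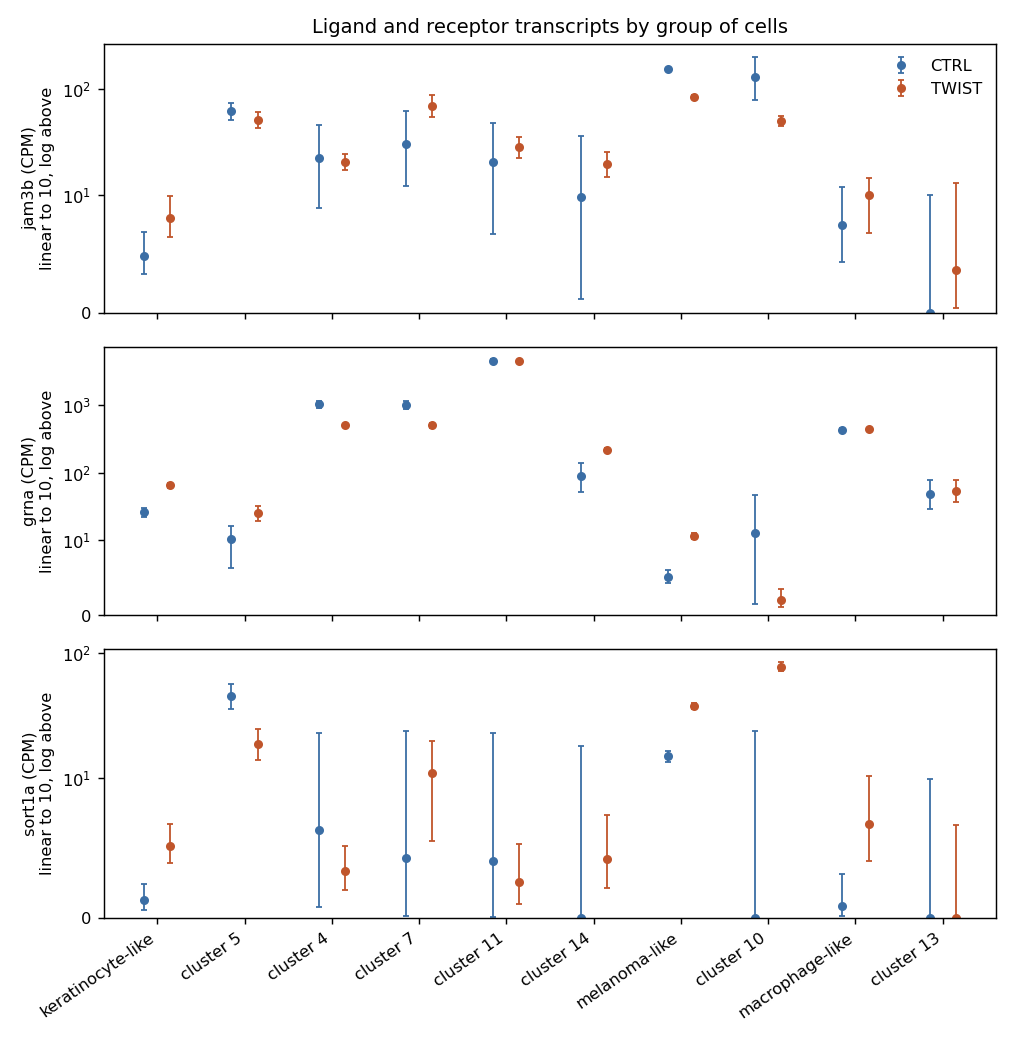
CPM of *jam3b*, *grna* and *sort1a* by group of cells in CTRL and TWIST, on an axis that is linear to 10 and logarithmic above. Bars are exact Poisson intervals; *grna* is highest in cluster 11 in both libraries, and *jam3b* is highest in melanoma-like cells.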

The *jam3b* interaction was of particular interest to us, as this protein has been recently identified as one required for melanophore survival in zebrafish (Eom et al., 2021) and for human melanoma metastasis (Arcangeli et al., 2012; Langer et al., 2011). In normal human skin, JAM3 is expressed in keratinocytes of the superficial epidermis, whereas its heterotypic partner JAM1 is only expressed in basal keratinocytes (Uhlén et al., 2015). 

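On the keratinocyte side, *jam3b* was low in keratinocyte-like cells, at 4.85 CPM [3.29, 6.88] in CTRL and 8.01 [6.40, 9.91] in TWIST, with a UMI in 3.57% and 7.76% of cells. In the leukocytes of cluster 13, 0 of 75 CTRL cells and 1.52% of TWIST cells had one. The macrophage-like cells, at median depths of 15848.5 and 13008.5 UMIs, had 4.11% and 8.42%, and free RNA was not separated from the cells' own. After thinning to 1000 UMIs, 0 of 308 keratinocyte-like CTRL cells (upper limit 1.19%) and 0.722% of TWIST cells had a UMI. In clusters 4, 7, 11 and 14 *jam3b* was at 21.1 CPM [13.0, 32.2] in CTRL and 25.8 [23.1, 28.8] in TWIST, with 21.7% and 23.6% of cells (2.41% and 3.42% after thinning), and these intervals overlap. Cluster 4 alone was at 22.1 CPM [8.90, 45.6] in CTRL and 20.5 [17, 24.4] in TWIST. Fibroblast-like cluster 5 had the most, at 61.5 CPM [50.6, 74.0] in CTRL and 51.0 [42.8, 60.3] in TWIST, apart from cluster 7 of TWIST at 69.6 [54.2, 88.1]. The trimean was 0.12 in cluster 5 in both libraries and 0.00 in cluster 4 of TWIST.
The log2 ratio of cluster 4 to the normal counterpart in TWIST was 0.30. As the mean of per-cell CPM it was -0.23, and after thinning it was -0.79 with an interval of -1.77 to 0.20 that includes 0. For clusters 4, 7, 11 and 14 against keratinocyte-like cells it was 1.24 [1.01, 1.48]. The JAM1 gene *f11r.1*, which encodes a partner of Jam3, was at 748 CPM [727, 770] in keratinocyte-like CTRL cells and 604 [590, 619] in TWIST cells, and at 49.1 and 66.9 in clusters 4, 7, 11 and 14.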

Since melanomas largely arise in this basal area, this suggests that TWIST expression in the keratinocytes was leading to aberrant expression of jam3b, forming stronger homotypic jam3b–jam3b attachment between these keratinocytes and the melanoma cells and preventing their invasion.

### Conservation in human studies

Finally, we wished to determine if the TWIST^hi^ state in our zebrafish models was also present in human melanomas. We use the GeoMX spatial transcriptomics platform to interrogate a series of early melanoma precursor lesions, a subset of a larger study using this method to look at spatial organization of melanoma stages (Vallius et al., 2026). We first stained sections with antibodies to cytokeratin (to mark keratinocytes) and SOX10/MART1 (to mark melanocytes and melanoma cells). This allows for selection of microregions of interest (MR) which are then subject to RNA-seq (Figure 6A–D). From this, we then queried for the TAK/TWIST gene sets found in the zebrafish. Whereas normal skin melanocytes showed no such enrichment, there was an enrichment of these signatures as the lesions progressed from early to late precursor (Figure 6E). This suggests that EMT-like alterations in keratinocytes are an early event in both zebrafish and human melanoma.

**Figure 6.**
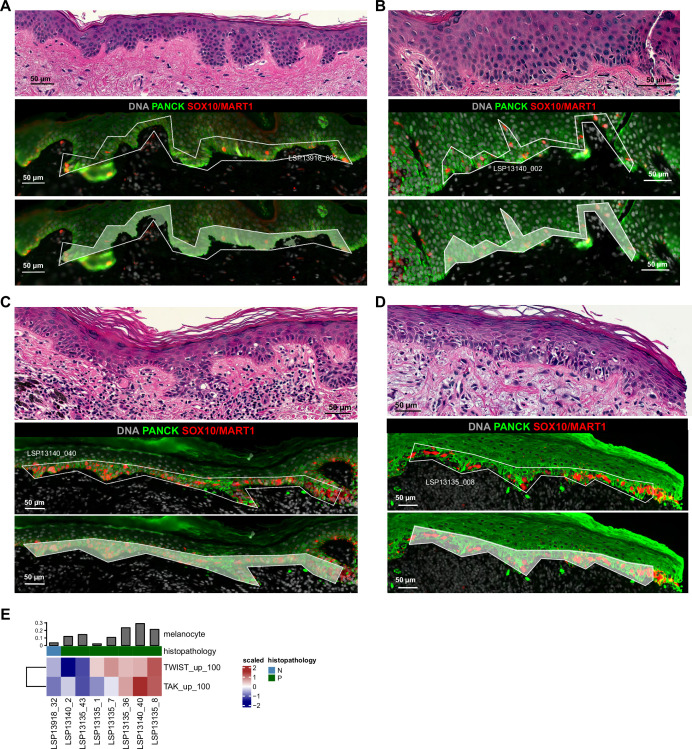
Enrichment of keratinocyte signatures in microregions with melanocytic atypia. (**A–D**) Visualization of a subset of reanalyzed GeoMx microregions (MRs); GeoMx data (*n* = 8 MRs) is reanalyzed from Vallius et al., 2026. Immunofluorescence staining is shown for morphology markers DNA (gray), panCK (green), and SOX10/MART1 (red; middle and bottom rows). The selected MRs are illustrated with white polygons (middle), and the shaded area within the MRs represent the area for oligonucleotide barcode collection (referred to as a ‘segmentation mask’ per NanoString; bottom). Serial sections were H&E-stained and the regions mapping to the sequenced MRs are shown (top row). The MRs were annotated as epidermis containing morphologically normal melanocytes (panel A), and regions of melanocytic atypia (precursor; panels B–D). Scale bars = 50 μm. (**E–G**) Melanocyte-adjusted TAK and TWIST gene-signature activity across reanalyzed MRs (*n* = 8 GeoMx MRs). (**E**) Heatmap showing gene-signature scores derived from the top 100 upregulated genes defining the TAK and TWIST programs across MRs. Each column represents an MR, and the MRs are annotated for sample ID and histopathological stage, with melanocyte fraction (melanocyte count divided by total nuclei count within the MR) per GeoMx MR displayed as a top annotation.

## Discussion

In this study (summarized in Figure 7), we observed that keratinocytes in a zebrafish of melanoma undergo an EMT-like transformation in the presence of melanoma. This alteration is reminiscent of keratinocyte behavior during wound healing, in which keratinocytes exhibit markers and morphological changes associated with EMT in development (Leopold et al., 2012; Koike et al., 2020). Interestingly, we also observed an increase in N-cadherin expression in KC, which is usually attributed to melanoma as it becomes more aggressive and invades into the dermis to associate with fibroblasts. Our findings would suggest that if keratinocytes are also upregulating N-cadherin expression, their normal contact-based regulatory controls on melanoma may still be relevant, though not acting through E-cadherin. Additionally, reanalysis of a published zebrafish melanoma scRNA-sequencing dataset showed distinct populations of keratinocytes that expressed markers of EMT, demonstrating the feasibility of studying this KC population using our zebrafish model and nominating Twist1 as a potent EMT-TF in this cell (Hunter et al., 2021). Twist expression has been found to be upregulated at the edge of wounded skin upon treatment with bFGF, a well-characterized growth factor in melanoma (Koike et al., 2020; Halaban et al., 1988). If melanoma acts as an open-wound in the skin, then it is possible that Twist1 might be upregulated in TAKs to close this wound.

**Figure 7.**
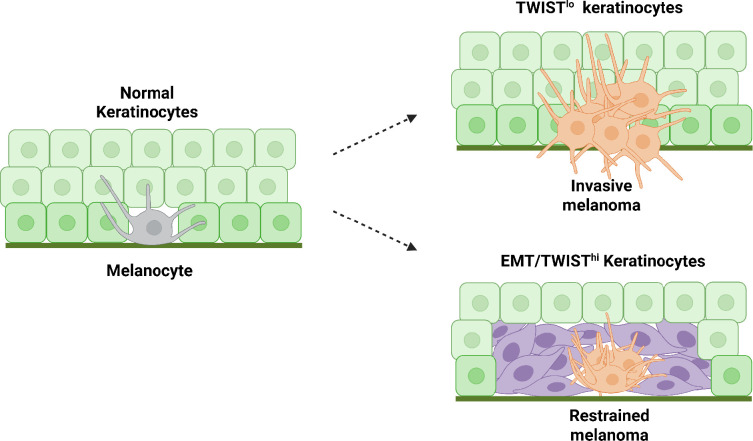
Keratinocyte EMT and TWIST upregulation restrains melanoma invasion. Schematic model of melanoma–keratinocyte interactions in the skin. During early melanoma development, melanocytes reside within an epidermis composed of normal keratinocytes. In the context of low TWIST expression (TWIST^lo^ keratinocytes), melanoma cells adopt an invasive, undifferentiated phenotype and are able to breach the epidermal compartment. In the presence of EMT/TWIST^hi^ keratinocytes, melanoma cells are restrained within the epidermis and adopt a more differentiated, less invasive cell state. These findings suggest that EMT-like changes in tumor-associated keratinocytes, rather than promoting tumor spread, act as a cell-extrinsic barrier to melanoma invasion through altered cell–cell interactions in the local skin microenvironment. Created with BioRender.com.

Our zebrafish melanoma survival experiment showed improvements in overall survival in zebrafish with KCs overexpressing Twist compared to those that received an empty vector, despite the fish forming tumors at the same rate. This survival improvement was shown to be caused by a decrease in melanoma invasion, raising the possibility that Twist-overexpressing KCs could restrain melanoma invasion. Human cell co-cultures with a HaCaT cell line overexpressing Twist showed a similar finding to our in vivo zebrafish model, with reduced melanoma cell infiltration into keratinocytes. However, an important caveat to these cell culture experiments is that the keratinocyte densities vary when co-cultured with different melanoma lines (i.e. HS294T vs. SKMEL2), the reasons for which are not known. However, because we saw a consistent pattern across these two lines, it is less likely that our results are due to these differences in keratinocyte density alone.

To learn more about the dynamics of melanoma and TME KCs, we performed scRNA-sequencing on our zebrafish melanoma model to account for both KCs in contact with melanoma and those in the periphery. This yielded three KC clusters in fish overexpressing Twist, while two clusters in fish that received the empty vector; accounting for KCs overexpressing Twist and the KC populations we had observed previously in our reanalysis of a zebrafish melanoma scRNA-sequencing dataset (Hunter et al., 2021).

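Cells of the normal counterpart were also compared between the libraries, 1442 TWIST with 519 CTRL cells. Scaling by the median of gene ratios moved all genes by 0.20 in this comparison. *twist1a* was at 121 CPM in TWIST and 4.00 in CTRL, and *twist1b* at 86.2 and 0.500. Epithelial adhesion genes were lower in TWIST, with a median log2 ratio of -0.58 (42 genes, percentile 0), as for the junction gene *cldni* at 736 against 1317 CPM. Stress genes were lower at -0.68, and nuclear OXPHOS genes and cell cycle genes were higher at 0.54 and 0.91, with *stmn1a* at 204 against 45.2 CPM. The EMT list was at 0.05 (percentile 79.3) and its transcription factors at 0.57. This counterpart includes clusters 7, 11 and 14, which hold more TWIST cells, so the ratios mix composition with expression. Mitochondrial OXPHOS genes were lower, at -0.36 (percentile 1.46). In keratinocyte-like cells alone the cell cycle median was -0.028 (percentile 0.900), and those of epithelial adhesion, stress and nuclear OXPHOS genes were -0.20, -0.36 and 0.50, with mitochondrial OXPHOS genes at -0.41. In cluster 5, 271 TWIST with 155 CTRL cells, *tagln*, an actin-binding protein of contractile cells, was at 705 against 43.4 CPM. The EMT list was at 0.29 there (percentile 99.7, 0.09 with size factors), nuclear OXPHOS genes at 0.52 (0.21 with size factors) and stress genes at -0.55, beside a shift of all genes of 0.35. Ribosomal protein genes were at -0.22 in cluster 5 and 0.23 in the normal counterpart.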

Interestingly, we found a cluster of melanoma cells unique to the TWIST condition, which shared gene signatures similar to that of the genes observed in both transitory and melanocytic states as published by Tsoi et al., 2018. These cell states were defined to be more differentiated with higher MITF expression and correlated to a more proliferative but less invasive cohort from Hoek et al., 2006. Thus, it is likely that this melanoma cluster unique to the TWIST condition could be responsible for the reduced overall melanoma invasion.

Further analysis using CellChat nominated pgrn–sort1a and jam3b–jam3b as unique interactions between Twist-High KCs and TWIST-Melanoma cells. As previously described, jam3b has been identified as a critical protein in zebrafish melanophore survival with known involvement in melanoma metastasis. The aberrant expression of jam3b on Twist-overexpressing KCs could indicate strong homotypic interaction with melanoma jam3b that retains the melanoma in the epidermis. Although the progranulin–sortilin interaction has not been characterized in melanoma, sortilin has been identified as a key regulator of progranulin levels (Hu et al., 2010). Progranulin is known to be constitutively expressed by KCs, which could be cleaved to epithelins that promote KC proliferation (Daniel et al., 2000; Shoyab et al., 1990). Progranulin is also a potent mediator of the wound response produced by dermal fibroblasts in addition to epidermal keratinocytes (He et al., 2003). Perhaps the increase in progranulin is cleared by melanoma cells through sortilin, resulting in the endocytosis and lysosomal transport of sortilin (Tanimoto et al., 2017). The degradation of sortilin could be responsible for decreased cell migration and invasion, as sortilin is required for the interaction of proNGF, a neurotrophin produced by melanoma, with NGFR in promoting melanoma migration (Truzzi et al., 2008). Further studies are needed to elucidate the precise mechanisms underlying the nominated interactions, jam3b–jam3b and pgrn–sort1a, and to explore their potential as therapeutic targets in melanoma.

## Methods

### Zebrafish husbandry

Zebrafish were maintained in a dedicated facility with controlled temperature (28.5°C) and salinity. The fish were kept on a 14-hr light/10-hr dark cycle and fed a standard zebrafish diet consisting of brine shrimp followed by Zeigler pellets. Embryos were obtained through natural mating and incubated in E3 buffer (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) at 28.5°C. For procedures requiring immobilization, zebrafish were anesthetized using Tricaine-S (MS-222, Syndel) prepared as a 4 g/l stock solution with a pH of 7.0. The stock solution was protected from light exposure and diluted to the appropriate concentration to achieve fish immobilization. All experimental procedures and animal protocols described in this manuscript were conducted in compliance with the Institutional Animal Care and Use Committee (IACUC) protocol #12-05-008, approved by the Memorial Sloan Kettering Cancer Center (MSKCC).

### Generation of zebrafish line with fluorophore labeled keratinocytes

Embryos at the one-cell stage from the Casper Triple zebrafish line (mitfa:BRAFV600E;p53−/−;mitfa−/−;mpv17−/−) (Callahan et al., 2018; White et al., 2008) were injected with a krt4:eGFP expression cassette in the 394 vector of the Tol2Kit (Kwan et al., 2007) with tol2 mRNA. Larvae were sorted for positive GFP fluorescence at day 3 and raised to adult for breeding. F0 fish were in-crossed and resulting F1 were outcrossed with Casper Triple zebrafish for consistent GFP expression. Starting from F2, the krt4:eGFP zebrafish line was maintained by out-crossing with Casper Triple zebrafish and sorting for GFP expression.

### Transgene Electroporation in Adult Zebrafish

TEAZ was utilized to generate melanoma as previously described (Callahan et al., 2018; Montal et al., 2023). Krt4:eGFP zebrafish (krt4:eGFP Casper Triple) were anesthetized with tricaine and injected with a plasmid solution containing miniCoopR-tdT (250 ng/μl), mitfa:Cas9 (250 ng/μl); zU6:sgptena (23 ng/μl) with target sequence GAATAAGCGGAGGTACCAGG, zU6:sgptenb (23 ng/μl) with target sequence GAGACAGTGCCTATGTTCAG, and the tol2 plasmid (55 ng/μl). For control electroporation without generating melanoma, zebrafish were injected with mitfa:tdTomato (250 ng/μl), mitfa:Cas9 (250 ng/μl), zU6:non-targeting (46 ng/μl), and tol2 plasmid (55 ng/μl). All fish were injected on the left flank below the dorsal fin and electroporated with the BTX ECM 830 electroporator using 3 mm platinum Tweezertrodes (BTX Harvard Apparatus; #45-0487). Electroporator settings used: LV Mode, 40 V, 5 pulses, 60-ms pulse length, and 1-s pulse interval. Electroporated zebrafish were screened for successful electroporation 7 days post-electroporation by tdTomato expression using fluorescence microscopy and melanoma tracked by imaging once per week. All live zebrafish imaging were performed with the Zeiss AxioZoom V16 fluorescence microscope.

sgRNA sequences for TEAZ listed below:

Nontargeting: AACCTACGGGCTACGATACG
ptena: GAATAAGCGGAGGTACCAGG
ptenb: GAGACAGTGCCTATGTTCAG

### Confocal imaging of zebrafish epidermis

Zebrafish with or without melanoma were anesthetized in tricaine (MS-222, Syndel) as described above. Site of injection is visually identified by the presence of melanoma or the area below the dorsal fin. Scales were removed with tweezers and fixed in 4% PFA in PBS (Santa Cruz 281692) in a 96-well plate for 15 min. Fixed scales were washed three times with PBS and permeabilized with 0.1% Triton X-100 (Thermo Scientific 85111) in PBS, then blocked with 10% goat serum (Thermo Fisher 50062Z). Scales were incubated with 1:250 GFP polyclonal antibody, Alexa Fluor 488 (Thermo Fisher A21311) overnight at 4°C. The next day, scales were washed three times with PBS, incubated with 1:1000 Hoechst 33342 (Thermo Fisher H3570) for 1 hr and mounted onto slides with VECTASHIELD Vibrance Antifade Mounting Media (Vector Laboratories H-1700). Samples were imaged on the Zeiss LSM880 inverted confocal microscope, and images were processed using FIJI v1.53.

### Flow cytometry of adult zebrafish cells

Zebrafish were euthanized using ice-cold water. Melanoma and adjacent skin were dissected from fish with melanoma, and skin alone was dissected from below the dorsal fin. Subsequently, samples were cut into 1-mm strips using a clean scalpel and placed into 15-ml conical tubes (Falcon 352099) with 3 ml of DPBS (Gibco 14190250) and 187.5 μl of 2.5 mg/ml Liberase TL (Roche 5401020001). Samples were incubated in dissociation solution at room temperature for 30 min on a shaker with gentle movement to prevent tissue from settling at the bottom of the tube. At 15 min of incubation, a wide bore p1000 pipette tip (Thermo Scientific 2079G) was used to gently pipette the sample up and down for 90 s. After 30 min, 250 μl of FBS (Gemini Bio) was added to stop the enzymatic activity of Liberase TL, and samples were pipetted up and down using a wide bore p1000 pipette tip for 90 s. Dissociated cells were then filtered through a 70-μm cell strainer (Falcon 352350) into a 50-ml conical tube (Falcon 352098) placed on ice. Samples were centrifuged at 500 × *g* at 4°C for 5 min and supernatant was removed by pipetting. The cell pellet was resuspended in 500 μl of PBS with 5% FBS and filtered again through 40 μm tip filters (Bel-Art H136800040) into 5 ml polypropylene tubes (Falcon 352063). For subsequent FACS analysis, 0.5 μl of 1000x DAPI (Sigma-Aldrich D9542) was added to each sample. Samples were FACS sorted (BD FACSAria) at 4°C for GFP-positive keratinocytes and tdTomato-positive melanoma gated using fluorophore-negative zebrafish controls.

### Zebrafish tissue RNA extraction and real-time quantitative PCR

FACS sorted zebrafish cells were deposited directly into 750 μl TRIzol LS Reagent (Invitrogen 10296010) in Eppendorf DNA LoBind Tubes (Eppendorf 022431021). After collection, samples were snap-frozen using dry ice and stored at −80°C. RNA extraction was performed per TRIzol LS manufacturer protocols. For precipitation of RNA, 10 µg supplemental glycogen (Roche 10901393001) was used per sample to account for low cell numbers. Resulting RNA was resuspended in Nuclease-free water (Fisher Scientific AM9937). 25 ng RNA per sample was transcribed to cDNA using Superscript III First-Strand Synthesis System (Invitrogen 18080051). cDNA mix was diluted 1:10 with Nuclease-free water for real-time quantitative PCR using Power SYBR Green PCR Master Mix (Applied Biosystems 4368708) and the Bio-Rad CFX384 Touch Real-Time PCR System (Bio-Rad 1855484). Resulting Cq values were normalized to *hatn10* as previously described.

qPCR primer sequences:

*hatn10* fwd: 5′-TGAAGACAGCAGAAGTCAATG-3′
*hatn10* rev: 5′-CAGTAAACATGTCAGGCTAAATAA-3′
mitfa fwd: 5′-GGCACCATCAGCTACAATGA-3′
mitfa rev: 5′-GAGACAGGGTGTTGTCCATAAG-3′
krt4 fwd: 5′-GGAGGTGTTTCCTCTGGTTATG-3′
krt4 rev: 5′-GAACCGAATCCTGATCCACTAC-3′
vim fwd: 5′-GGATATTGAGATCGCCACCTAC-3′
vim rev: 5′-GACTCTCGCAGGCTTAATGAT-3′
cdh2 fwd: 5′-GAGCCATCATCGCCATACTT-3′
cdh2 rev: 5′-CTTGGCCTGTCTCTCTTTATCC-3′

### scRNA-sequencing analysis of Miranda et al.

Zebrafish scRNA-seq data from Hunter et al., 2021 was reanalyzed using R 4.2.0 and Seurat 4.3.0 (Butler et al., 2018; Hao et al., 2021). Cluster identities were maintained as published. Keratinocyte Module Scores were calculated using the AddModuleScore function with default parameters using published gene lists. Differential gene expression analyses between clusters were performed using FindMarkers. Differentially expressed gene lists were converted from zebrafish genes to human orthologs using DIOPT as previously described (Hu et al., 2011; Campbell et al., 2021). GSEA analysis on differentially expressed genes between keratinocyte clusters was performed using fgsea 1.22.0 and the Hallmark pathways set from MSigDB (Subramanian et al., 2005; Liberzon et al., 2015).

### Twist overexpression in zebrafish keratinocytes

*Twist1a* (ENSDART00000043595.5) and *twist1b* (ENSDART00000052927.7) were TOPO cloned into the attL1-L2 Gateway pME vector and LR cloned into the pDestTol2pA2 vector (Tol2Kit 394) with p5E-*krt4* promoter and p3E-polyA (Tol2Kit 302). To generate the zebrafish melanoma model as previously described, one-cell stage Casper Triple zebrafish embryos (mitfa:BRAFV600E;p53−/−;mitfa−/−;mpv17−/−) were injected with miniCoopR-tdTomato, krt4-eGFP, either krt4-twist1a and krt4-twist1b for Twist overexpression condition or empty vector for control condition, tol2 mRNA, and phenyl red. Injections were performed three times on different days with parents from the same clutch. Embryos were grown at standard conditions and sorted at 5 days post-injection for eGFP and tdTomato expression using the Zeiss AxioZoom V16 fluorescence microscope. eGFP+/tdTomato+ fish in the CTRL (*n* = 135) and TWIST (*n* = 118) conditions were maintained to adulthood.

### Zebrafish imaging and tumor-free survival tracking

Zebrafish were regularly monitored for melanoma formation and survival every 4 weeks, beginning at 10 weeks post-fertilization. Melanoma formation was screened visually using the Zeiss AxioZoom V16 fluorescence microscope under ×20 magnification. Kaplan–Meier curves and corresponding statistics were generated using GraphPad Prism 9. Statistical differences in survival between conditions were determined by the Mantel–Cox log-rank test.

### Histology of zebrafish samples

Zebrafish were euthanized in tricaine (MS222, Syndel). Each fish was dissected in three sections consisting of head, body, and tail. Samples were placed in 4% PFA in PBS (Santa Cruz 281692) for 72 hr on a shaker at 4°C, then paraffin embedded. Histology was performed by HistoWiz Inc (histowiz.com) using a Standard Operating Procedure and fully automated workflow. Samples were processed, embedded in paraffin, and sectioned at 5 μm. Immunohistochemistry was performed on a Bond Rx autostainer (Leica Biosystems) with enzyme treatment (1:1000) using standard protocols. Sections were stained with H&E or IHC with antibodies including BRAFV600E (ab228461) and GFP (ab183734). Bond Polymer Refine Detection (Leica Biosystems) was used according to the manufacturer’s protocol. After staining, sections were dehydrated and film coverslipped using a TissueTek-Prisma and Coverslipper (Sakura). Whole slide scanning (40x) was performed on an Aperio AT2 (Leica Biosystems).

### Cell culture

Human melanoma lines A375, HS294T, and SKMEL2 were obtained from ATCC (CRL-1619, HTB-140, HTB-68). Human keratinocyte line HaCaT was obtained from AddexBio. All cells were routinely tested and confirmed to be free from mycoplasma. Cells were maintained in a humidified incubator at 37°C and 5% CO_2_. Cells were maintained in DMEM (Gibco 11965) supplemented with 10% FBS (Gemini Bio) and split when confluent, approximately 2–3 times per week.

### Twist overexpression in HaCaT

The HaCaT cell line was labeled with eBFP to allow for identification during co-culture. 293T (ATCC CRL-11268) was transfected with the pLV-Azurite plasmid (Addgene 36086) with pMD2.5 (Addgene 12259) and psPAX2 (Addgene 12260) using Invitrogen Lipofectamine 3000 Transfection Reagent (Invitrogen L3000015) according to the manufacturer’s protocol. HaCaTs were infected with lentivirus containing CMV:eBFP and selected for eBFP positivity using ampicillin and FACS. Subsequently, HaCaT-eBFP was infected with lentivirus containing CMV:TWIST1 (Horizon Precision LentiORF Human TWIST1 OHS5898-202622685) or CMV:empty control created by removing ORF of CMV:TWIST1 plasmid. HaCaT line overexpressing TWIST1 was labeled as HaCaT-TWIST and HaCaT line with empty vector was labeled as HaCaT-CTRL. HaCaT lines were subsequently sorted for nuclear eGFP expression present in the plasmid as part of the Precision LentiORF system. HaCaT-CTRL and HaCaT-TWIST were cultured as previously described.

### Western blot

Cells were washed with DPBS (Gibco 14190250) and lysed in RIPA buffer (Thermo Scientific 89901) with the addition of protease and phosphatase inhibitors (Thermo Scientific 78440). Lysates were centrifuged at 13,000 × *g* at 4°C and quantified using the Pierce BCA Protein Assay Kit (Pierce 23227). Samples were reduced with the Laemmli SDS-sample buffer (Boston BioProducts BP111R) and boiled for 10 min. For gel electrophoresis, samples were loaded into 4–15% precast protein gels (Bio-Rad 4561084), then transferred to 0.2-µm nitrocellulose membranes (Bio-Rad 1704158). Membranes were washed in TBST and blocked with 5% milk in TBST (Boston BioProducts P1400) for 1 hr at RT. Membranes were washed and incubated with primary antibodies overnight. Antibodies used include Twist (Abcam ab50887) and beta-actin (CST 3700S). On the next day, membranes were washed with TBST and incubated with appropriate secondary antibodies for 1 hr. Blots were incubated with the Immobilon Western Chemiluminescent HRP Substrate (Millipore WBKLS0500) and imaged with the Amersham ImageQuant 800.

### Immunofluorescence

Cells were cultured on chamber slides (Thermo Scientific 154739) overnight at standard cell culture conditions. Culture media was washed with DPBS (Gibco 14190250) and fixed with 2% PFA in PBS (Santa Cruz 281692) for 15 min at RT. Cells were washed with DPBS and permeabilized with 0.1% Triton X-100 (Thermo Scientific 85111) in PBS, then blocked with 10% goat serum (Thermo Fisher 50062Z) for 1 hr at RT. Primary antibodies used include Twist (Abcam ab50887). Cells were incubated with primary antibody in 10% goat serum overnight at 4°C and washed with DPBS the next day, before incubation with 1:1000 Hoechst 33342 (Thermo Fisher H3570) for 1 hr and mounted with VECTASHIELD PLUS Antifade Mounting Medium (Vector Laboratories H1900). Slides were imaged on the Zeiss LSM880 inverted confocal microscope and images were processed using FIJI v1.53.

### Melanoma infiltration assay

RFP-labeled melanoma cell lines, including A375, SKMEL2, HS294T, were plated on poly-L-lysine coated round glass coverslips (Corning 354085) placed in 24-well plates at 150–200k cells per coverslip. HaCaT cell lines were plated in 6-well plates at 250–300k cells per well. Cells were allowed to attach overnight and the coverslip containing melanoma cells was transferred to 6-wells containing HaCaT cell lines using tweezers. All coverslips were placed in the center of the well. KC–melanoma co-cultures were incubated in standard cell culture conditions for 24 hr. Co-cultures were imaged by fluorescence microscopy at four locations of each coverslip: top, right, bottom, and left, to capture variations in melanoma cell infiltration into KC lines. FIJI v1.53 was used to count the number of infiltrating melanoma cells per image and average infiltrating melanoma cells were calculated per well. All experiments were performed in 3 sets, with 3 replicates per set per condition. Average infiltrating cell numbers per well were normalized to the average infiltrating cell number per well in the HaCaT-CTRL condition. scRNA-sequencing analysis of zebrafish melanoma.

Six zebrafish, three each from CTRL and TWIST conditions at 26 weeks post-injection were selected for scRNA-sequencing of melanoma tumors. To account for set differences, one fish from each of three injection sets was chosen in each condition. Melanoma and adjacent skin were dissected from the fish, then enzymatically and mechanically dissociated into single-cell solutions as described above. The samples were FACS sorted for GFP and RFP positivity, corresponding to eGFP expressed by keratinocytes and tdTomato expressed by melanoma. The sorted cells were placed in (Gibco 11965) supplemented with 10% FBS (Gemini Bio) and 1% penicillin–streptomycin–glutamine. To enrich for KCs, sorted KCs and melanoma cells from each fish were recombined at a 7:3 KC:melanoma ratio. Sorted cells were pelleted and resuspended in DPBS + 0.1% BSA. Samples were also combined based on their genetic perturbation condition. Droplet-based scRNA-seq was performed using the Chromium Single Cell 3′ Library and Gel Bead Kit v3 (10X Genomics) and Chromium Single Cell 3′ Chip G (10X Genomics). 10,000 cells were targeted for encapsulation. GEM generation and library preparation were performed according to kit instructions. Libraries were sequenced on a NovaSeq S4 flow cell. Resulting reads were aligned to the GRCz11 reference genome with the addition of eGFP and tdTomato sequences using CellRanger v5.0.1 (10x Genomics). scRNA-sequencing analysis was performed as detailed above. In addition, melanoma cells were scored using AddModuleScore to assess their enrichment of genes associated with the four main melanoma cell states and intermediate states (Tsoi et al., 2018). The highest scoring gene module for each cell was annotated as its cell state. CellChat (Jin et al., 2021) was used to analyze cell–cell communication between KC and melanoma clusters using its zebrafish L–R database.

### Spatial transcriptomics (GeoMx) data reanalysis

The GeoMx DSP spatial transcriptomics data was reanalyzed from Vallius et al., 2026. First, the reanalyzed MRs were selected based on the availability of the keratinocyte compartment within the sequenced MRs. Only the MRs with keratinocytes present within the profiled region (referred to as the ‘segmented area’ per Bruker Spatial Biology (formerly NanoString); examples shown in Figure 6A–D) were reanalyzed and included in this manuscript. The H&E-stained serial sections were used for histopathological annotation of the samples, as described in Vallius et al. The biospecimen metadata and GeoMx MR annotations are shown in Supplementary file 1.

To account for the variable cell-type composition across MRs, we first computed the melanocyte fraction for each MR as the ratio of melanocyte count to total nuclei count. The melanocyte count was determined by the SOX10/MART1 immunofluorescence staining, by visually counting the nuclei staining positively for SOX10 and/or MART1. A non-melanocyte scaling factor was then defined as 1 − melanocyte fraction. With the top 100 upregulated genes in the TAK and TWIST programs, the raw gene-signature scores were calculated using Gene Set Variation Analysis and subsequently normalized by dividing each score by the corresponding non-melanocyte scaling factor, yielding keratinocyte-adjusted signature values. For visualization, keratinocyte-adjusted signature scores were assembled into a matrix (signatures × MRs) and standardized by row (*z*-score scaling across MRs) to emphasize the relative differences between MRs. Heatmaps were generated using the ComplexHeatmap package in R, with columns representing samples and rows representing gene signatures. Rows were hierarchically clustered, while columns were ordered using optimal leaf ordering based on pairwise sample distances.

### Statistics and reproducibility

Statistical analysis and figures were generated by GraphPad Prism 9, R Studio 4.2.0, and Biorender.com. Image processing was performed in FIJI v1.53. Statistical tests are described in figure legends and methods. Experiments were repeated at least three times unless otherwise noted. All animal and cell experiments were performed with a reasonable number of replicates by power calculations or feasibility of the experimental method.

## Data Availability

The sequencing data generated in this study are available via the Gene Expression Omnibus (GEO) database under accession code GSE333353. GeoMx gene expression data (Vallius et al., 2026) will be released via GEO coincident with the final publication of that work. The following dataset was generated: MaY 2026Restraint of melanoma progression by cells in the local skin environmentNCBI Gene Expression OmnibusGSE33335310.7554/eLife.101974PMC1331830242378027

## Additional files

Supplementary file 1. GeoMx spatial transcriptomics annotations and biospecimen metadata. (A) GeoMx MR annotations. Metadata for each molecular region (MR) included in the reanalysis, comprising scan and ROI identifiers, histopathological classification, anatomical localization, SOX10/MART1-positive melanocyte count, total nuclei count, and comparison group assignment. (B) Biospecimen metadata. Clinical and pathological annotations for each melanoma case, including Breslow thickness, tumor stage, histological subtype, biopsy procedure, anatomical site, age at diagnosis, sex, and relevant oncological history.

MDAR checklist

# Supplementary material for: Restraint of melanoma progression by cells in the local skin environment
**Source:** eLife. 2026 Jun 30;13:RP101974. doi: 10.7554/eLife.101974

Figure 4 - Source Data 1 - Labeled Western blot image of TWIST1

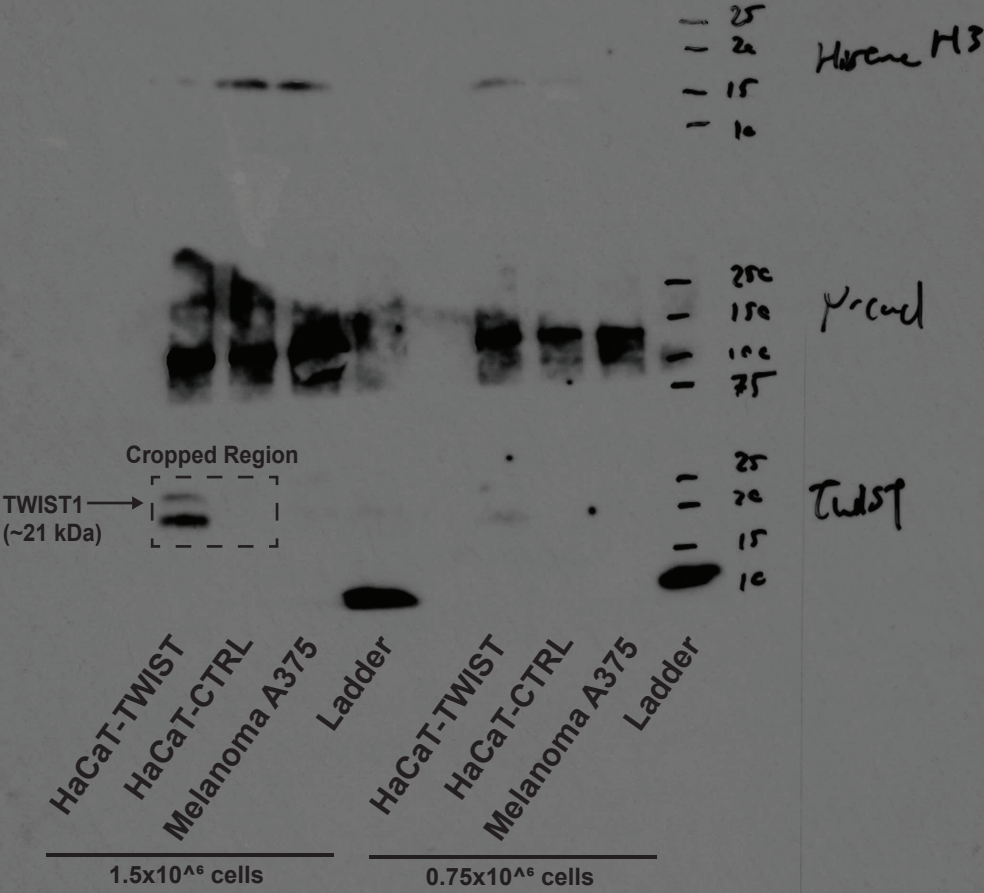

Re-exposure with Pierce™ Western Blot Signal Enhancer

Plot below is reverse of above blot with different exposure time

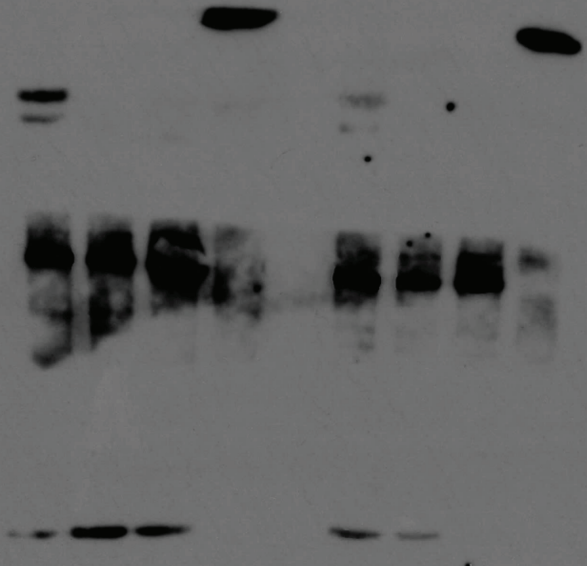

**Supplement:** Figure 4—source data 1.

# Supplementary material for: Restraint of melanoma progression by cells in the local skin environment
**Source:** eLife. 2026 Jun 30;13:RP101974. doi: 10.7554/eLife.101974
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | Materials availability statement included in Methods. |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Antibody information included in Methods. |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. | All sequences included in Methods. |  |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Cell line information included in Methods. |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Included in Methods section “Zebrafish husbandry.” |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Sample sizes reported in figure legends and Methods. |  |
| Randomisation | Both male and female zebrafish were used for all experiments. |  |
| Blinding | Not done. |  |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Number of replicates indicated in main text and figure legends. |  |
| Define whether data describe technical or biological replicates. | Replicate type described in main text and figure legends. |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Included in Methods section “Zebrafish husbandry.” |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Indicated in Methods section “Statistics and reproducibility” and figure legends. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data availability statement included in Methods. |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Indicated in “Data availability” section of Methods. |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Indicated in Methods section: “scRNA-sequencing Analysis of Miranda et al.” and “Statistics and reproducibility.” |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. |  | N/A |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

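The series holds single-cell RNA sequencing of sorted cells from zebrafish melanoma and adjacent skin, with 1 library per condition pooled from 3 fish at 26 weeks. The authors made the 3' libraries on the 10x Genomics platform and counted UMIs per gene and barcode with Cell Ranger on GRCz11 with the reporter sequences added. The submitters' notes name version 5.0.1 and the header of the deposited files names 6.1.2. The deposited values are UMI counts for 32523 gene IDs, with *eGFP*, *tdTomato* and human *BRAF* among them, and were used as deposited. Reads were not realigned.

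Cells with more than 500 and fewer than 5000 genes and under 10% mitochondrial UMIs were kept, as in the paper, with 13 mitochondrial genes. The alternative was at least 200 genes, no upper limit and under 20%. Scrublet marked 3 CTRL and 0 TWIST cells, too few to say anything about doublets, so cells with 2 or more UMIs of both reporters (43 in CTRL and 114 in TWIST) were removed in another alternative. The kept libraries were log-normalized to 10000, integrated in Seurat with 2000 variable genes and 30 dimensions, and clustered with 20 neighbours at resolution 0.5, with 0.2 and 1 as alternatives. Reporters, *twist1a*, *twist1b* and ligand and receptor genes (13 in all) were held out, leaving 1993 genes. Without any gene of a list there were 1770. Clusters were placed in a reporter group by the reporter with the higher CPM relative to all cells. A cluster with over 90% of its cells from 1 library after scaling was assigned to that library. In the eGFP group, the cluster of both libraries with the highest EMT score was the counterpart of the tumor-associated cluster, the TWIST cluster was the counterpart of the Twist-High cluster, and the rest were the normal counterpart. This rule was fixed before the data were examined. A grouping of clusters by their markers was added after the clusters had been seen.

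UMIs were summed over cells by group and library. With 1 library per condition no test was made, no genes were counted as changed, and no p-value is given. Log2 ratios carry a prior of 5 CPM (1 in an alternative) and intervals made from the exact Poisson intervals of both sides. List medians have bootstrap intervals from 2000 resamplings of genes and percentiles among 10000 random lists drawn from the 100 genes nearest in expression to each member. Lists of EMT, EMT transcription factors, epithelial adhesion, melanocytic, neural crest-like and undifferentiated states, nuclear and mitochondrial OXPHOS, ribosomal proteins, cell cycle, stress, inflammation, and ligands and receptors were written from known gene functions before the data were examined. Named genes have at least 100 UMIs over both groups. Shares of cells with a UMI were also taken after thinning each cell to 1000 UMIs, leaving out shallower cells. Other alternatives were no integration, median-of-ratios size factors, the mean of per-cell CPM, list genes with at least 10 UMIs, and the tdTomato group without cluster 10.

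The method was tested on simulated counts at the depth of cells summed over each whole library. There were 20748 genes, of which 50 changed at each of 2-, 4-, 8- and 16-fold. The intervals held the true ratio for 96.0, 98.0, 100 and 94.0% of these genes and lay on the right side of 0 for 80.0, 98.0, 100 and 100%. This checks the calculation for counting error at that depth only. Single clusters and other small groups were not simulated, and differences between fish were not covered. The result therefore does not show how well the intervals of those groups hold. Communication probabilities were not recomputed, because the tool was not available. Gene set enrichment on tested genes was not redone, because there are no replicates. The human tissue profiling was not analyzed here. Work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, matplotlib 3.10.9, R 4.3.3, Seurat 5.3.0 and Matrix 1.6.5.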

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

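All tests in this part were chosen after the results were seen.

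The CTRL library held 83 cells of clusters 4, 7, 11 and 14, the Twist-High counterpart in the grouping by markers, and the paper describes its Twist-High cluster in TWIST alone. Cells or molecules carried over from TWIST are argued against, since the TWIST level would give 247 UMIs of *twist1a* in these cells, 0 were found, and the upper limit of 3.69 is 1.49% of that number. Exchanged barcodes are argued against as well, since 0% of the 83 barcodes were also those of a kept TWIST cell, with an upper limit of 4.35%. A biological difference in how common these cells are stays open and was not tested.

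*krt4* was at 1029 CPM in fibroblast-like cluster 5 of CTRL. Free RNA of keratinocytes or doublets with them would bring 2651 CPM of *krt5*, and its upper limit was 18.9 CPM, 0.714% of that number, which argues against both. *epcam* was likewise at 18.1 CPM against 4428 in keratinocyte-like cells. Why these cells carry *krt4* transcripts stays open.

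*twist1b* was at 81.9 CPM in melanoma-like cells of TWIST, although its plasmid has the *krt4* promoter. RNA from the keratinocyte side would bring at least 22.4 CPM of *twist1a*, and 6.12 with an upper limit of 6.98 were found, which argues against it. Whether the promoter is active in melanoma cells cannot be told, since the ratio of *twist1b* to *krt4* was 7.11 in clusters 2, 8, 9 and 10 and 6.33 in cluster 4, with an upper limit of 7.89 from 100 *krt4* UMIs. The median of 7 clusters of the eGFP group was 0.287, and in clusters 2, 8, 9 and 10 *krt4* was at 22.3 CPM in TWIST against 38.5 in CTRL and *eGFP* at 8.70 against 8.71, which do not speak for an active promoter. Whether these clusters come from 1 of the 3 pooled fish cannot be told apart either, since no cell can be assigned to a fish. They hold 98.9% of the *twist1b* UMIs of melanoma-like cells and were chosen after the results were seen. Neither this share nor the ratio of 7.11 is independent of that choice.

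Other values the paper does not report were human *BRAF* at 556 CPM in keratinocyte-like cells of CTRL and *cart3* at 3303 CPM in melanoma-like cells of TWIST. The log2 ratio of *eGFP* between cluster 5 and the normal counterpart was -5.06 in CTRL and 0.55 in TWIST, and the difference between these was not tested.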

How the results depend on the processing

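The grouping of clusters by markers, the removal of cells with both reporters and the tdTomato group without cluster 10 were chosen after the results were seen, and the other alternatives before the data were examined. Of 223 alternative values for 23 results, 165 were labelled the same as the main value, 54 moved and 4 turned in direction. The first label allows some change and a change of sign near 0. It covers the undifferentiated list at 0.013 without integration (main -0.044), and 2899 kept CTRL cells with the wide filter (main 2163). The causes were not tested.

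With clusters grouped by markers, cluster 5 held 28.4% of CTRL and 14.4% of TWIST cells (main 22.4% and 12.7%), and the Twist-High counterpart 15.2% and 56.1% (main 2.60% and 20.0%). Its log2 ratios were 3.22 for *twist1a* (main 1.17), 0.50 for *twist1b* (main 0.27), 1.24 for *jam3b* (main 0.30) and 4.24 for *grna* (main -0.63), the last of which turned direction. The TWIST melanoma cluster held 11.1% of TWIST cells (main 9.59%) and *sort1a* was at 1.09 (main 0.93). With the wide cell filter, cluster 5 held 13.1% and 10.8%, the Twist-High counterpart 27.9% of TWIST, *twist1a* was at 3.12, *twist1b* at 0.85, *sort1a* at 1.07, and *grna* turned direction to 2.65.

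With no list gene used to cluster, the Twist-High counterpart held 24.3% of TWIST, *twist1a* was at 2.01, *twist1b* at 0.62, *grna* at -2.10, and the TWIST melanoma cluster held 0.837% of CTRL (main 0.272%). With Scrublet doublets removed and cells clustered again, these were 26.5%, 2.20, 0.68, -1.08 and 0.748%, and the TWIST melanoma clusters held 23.7% of TWIST. Only 3 CTRL and 0 TWIST cells were removed, so these moves say nothing about doublets. They show that the clusters assigned to 1 library can change after a very small change in the cells. There were 2 TWIST clusters in the eGFP group and 2 in the tdTomato group (main 1 and 1). Without integration the TWIST melanoma clusters held 1.43% of CTRL and 57.6% of TWIST, their melanocytic list was at -0.019 (main -0.25, cluster 10 alone) and *grna* at -0.56. At resolution 0.2 there were 7 eGFP and 6 tdTomato clusters (main 12 and 10). No Twist-High counterpart existed at resolution 0.2, and no TWIST melanoma cluster at resolution 0.2 or with the wide filter, so these gave no value.

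As the mean of per-cell CPM, *jam3b* in cluster 4 turned direction to -0.23 and after thinning to -0.79, the latter with an interval of -1.77 to 0.20. The mean gave 1.37 for *twist1a*, 0.53 for *twist1b*, -0.95 for *grna*, 0.28 for nuclear and 0.34 for mitochondrial OXPHOS genes (main 0.39 and 0.47) and 0.60 for *sort1a*. Thinning gave 1.53, 0.57 and -0.96 for *twist1a*, *twist1b* and *grna*. Size factors gave 0.28 and 0.35 for nuclear and mitochondrial OXPHOS genes, -0.96 for *jam3b* in melanoma (main -0.83) and -0.71 for *grna*. A prior of 1 CPM gave 2.49 and 2.51 for the EMT list in CTRL and TWIST (main 1.54 and 1.67) and 1.08 for *sort1a*, and list genes with at least 10 UMIs gave 2.17 and 2.15 for the EMT list. Without cluster 10, nuclear OXPHOS genes were at 0.23, *jam3b* at -0.74 and *sort1a* at 0.63. Without cells with both reporters *grna* was at -0.74.

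No paired analysis was possible because each condition is 1 library of pooled fish. Intervals cover counting error in these libraries, condition and library cannot be separated, and the sort and mixing enter into the shares. Transgene and endogenous *twist1a* and *twist1b* transcripts were not separated, and few cells carry some genes after thinning.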

Differences from the paper's values

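The Twist-High share of keratinocytes in TWIST is 56.3% in the paper and was 20.0% of the eGFP group here. All alternatives set in advance that gave a value also differed, from 20.0% to 27.9%. The grouping by markers, chosen after the values had been seen, gave 56.1%. The tumor-associated share is 32.9% in CTRL and 14.3% in TWIST in the paper. Cluster 5 held 22.4% and 12.7% of the eGFP group here. With the wide cell filter its counterpart held 13.1% and 10.8%, and the CTRL value was then labelled as different. The grouping by markers gave 28.4% and 14.4%. The paper has 2 keratinocyte clusters in CTRL and 3 in TWIST, and 11 and 12 clusters were in the eGFP group here, which also holds leukocytes and other cells, so the counts are of unlike groups. The 11 leave out cluster 4, assigned to TWIST by its share. There were 7 to 12 and 7 to 13 clusters under the alternatives set in advance, all of which differed. The paper targeted 10000 cells, and the CTRL and TWIST libraries held 6194 and 7376 barcodes.

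The paper describes the Twist-High cluster and 1 melanoma cluster in TWIST alone. Cluster 4 held 18 CTRL cells, clusters 4, 7, 11 and 14 together held 83, and cluster 10 held 4. The paper describes the TWIST melanoma cluster as enriched for a state named melanocytic/proliferative, from scores of published gene modules in each cell. The lists and the measure here are others, and the cell cycle list does not test that state. In cluster 10 the melanocytic list was at -0.25 and the cell cycle list at -1.57, while *tyrp1b*, *pmela* and *dct* were higher and the summed melanocytic level was 10892 CPM against 5929, or 3116 against 2861 without *tyrp1b*, and *trpm1b* and *mlpha* were lower. The paper describes the cluster as not enriched for undifferentiated genes. That list was at -0.04, and its summed level was 1722 CPM against 1414, or 1229 against 1357 without *serpine2*. The median level of its members was 6.6 CPM against 2.5, so these measures do not all go the same way. The paper has the Jam3b and progranulin pairs in TWIST alone, with normal keratinocytes as the senders in CTRL and normal and Twist-High keratinocytes in TWIST. In the comparison set in advance, cluster 4 against the normal counterpart of TWIST, *grna* was at -0.63, with cluster 11 in that counterpart. With the wide cell filter, also set in advance, the *grna* ratio turned to 2.65. This comparison lies within TWIST, where the paper has both groups as senders, so it is unlike the paper's comparison of TWIST with CTRL. *jam3b* was at 0.30, with -0.23 as the mean of per-cell CPM and -0.79 after thinning. Clusters 4, 7, 11 and 14 were also set against keratinocyte-like cells, in the grouping by markers chosen after the values had been seen. These ratios, also within TWIST, were 4.24 for *grna* and 1.24 for *jam3b*. Keratinocyte-like cells of TWIST and CTRL had *jam3b* at 8.01 and 4.85 CPM, higher in TWIST, with shares of cells near those of macrophage-like cells. The separate intervals overlap narrowly, which does not show equal levels. Their *grna* was at 65.2 and 26.3 CPM, beside 54.4 and 48.6 in leukocytes and lower levels in cluster 5 of both libraries. It was higher in TWIST, but free RNA was not separated, so these values do not decide whether the pairs are in TWIST alone. *sort1a* was at 37.4 against 15.0 CPM in melanoma-like cells, which goes with the paper. The CTRL cells of clusters 4, 7, 11 and 14, which the paper does not describe, had *jam3b* at 21.1 CPM against 25.8 in TWIST and *grna* at 1698 against 1318. Melanoma-like cells had *jam3b* at 83.8 CPM in TWIST against 154 in CTRL.

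Nuclear and mitochondrial OXPHOS genes were higher in the tdTomato group of TWIST, at 0.39 and 0.47, which goes the way the paper describes for melanoma. Nuclear ones were also higher in TWIST outside melanoma, at 0.54 in the normal counterpart and 0.52 in cluster 5. *twist1a* and *twist1b* were higher in cluster 4 than in the normal counterpart, at 1.17 and 0.27, which goes that way too, but cluster 5 had more *twist1a* than cluster 4, at 690 against 279 CPM. These levels are unlike, since cluster 5 was also high in *twist1a* in CTRL, without the plasmid. CTRL cells of clusters 4, 7, 11 and 14 had 0 UMIs of it.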

Other observations

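The points in this part were noticed after the results were seen. The eGFP group made up 32.0% of CTRL and 45.9% of TWIST cells, while the sorted cells were mixed at 7:3. Macrophage-like clusters 6 and 21 held 146 CTRL and 202 TWIST cells (6.75% and 4.33%), and the leukocytes of cluster 13 held 75 and 132 (3.47% and 2.83%), in libraries sorted for other cells.

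Cell cycle genes were higher in melanoma-like cells of TWIST at 0.96 (0.89 in the whole tdTomato group) while lower in cluster 10 at -1.57, and melanoma-like cells without cluster 10 were at 1.15. Within the other melanoma-like clusters the medians lay between -0.024 and 0.86, below the pooled value. The prior of 5 CPM pulls ratios of low genes toward 0, so these lower medians alone do not show an effect of composition. Cluster 8, with proliferation markers, held 4.41% of melanoma-like CTRL and 9.36% of TWIST cells, so composition enters the pooled value by an amount not measured. Summed over clusters 4, 7, 11 and 14, which hold 428, 262, 226 and 139 TWIST but 18, 36, 19 and 10 CTRL cells, the libraries were near each other in the EMT (0.07), epithelial adhesion (0.02) and cell cycle (-0.05) lists and less so in the melanocytic (0.30) and stress (0.39) lists, although *twist1a* was found in TWIST cells alone.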
